# *upSET*, the *Drosophila* homologue of SET3, Is Required for Viability and the Proper Balance of Active and Repressive Chromatin Marks

**DOI:** 10.1534/g3.116.037788

**Published:** 2017-01-04

**Authors:** Kyle A. McElroy, Youngsook L. Jung, Barry M. Zee, Charlotte I. Wang, Peter J. Park, Mitzi I. Kuroda

**Keywords:** *Drosophila*, chromatin, heterochromatin, position effect variegation, *upSET*, SET3, MLL5

## Abstract

Chromatin plays a critical role in faithful implementation of gene expression programs. Different post-translational modifications (PTMs) of histone proteins reflect the underlying state of gene activity, and many chromatin proteins write, erase, bind, or are repelled by, these histone marks. One such protein is UpSET, the *Drosophila* homolog of yeast Set3 and mammalian KMT2E (MLL5). Here, we show that UpSET is necessary for the proper balance between active and repressed states. Using CRISPR/Cas-9 editing, we generated S2 cells that are mutant for *upSET*. We found that loss of UpSET is tolerated in S2 cells, but that heterochromatin is misregulated, as evidenced by a strong decrease in H3K9me2 levels assessed by bulk histone PTM quantification. To test whether this finding was consistent in the whole organism, we deleted the *upSET* coding sequence using CRISPR/Cas-9, which we found to be lethal in both sexes in flies. We were able to rescue this lethality using a tagged *upSET* transgene, and found that UpSET protein localizes to transcriptional start sites (TSS) of active genes throughout the genome. Misregulated heterochromatin is apparent by suppressed position effect variegation of the *w^m4^* allele in heterozygous *upSET*-deleted flies. Using nascent-RNA sequencing in the *upSET*-mutant S2 lines, we show that this result applies to heterochromatin genes generally. Our findings support a critical role for UpSET in maintaining heterochromatin, perhaps by delimiting the active chromatin environment.

Chromatin, the environment in which DNA is packaged, and transcription, the molecular dance to faithfully express the genic content of DNA, are intimately linked. As such, chromatin proteins exert a strong influence on the timing, patterning, and level, of gene expression. This influence can be in the form of direct binding to histones/nucleosomes or DNA, the post-translational modification (PTM) of histones, or DNA modification. One family of chromatin-associated proteins that post-translationally modify histones is the SET domain-containing proteins. The SET domain catalyzes methylation of histone tails. Different SET domain-containing proteins create unique histone modifications, which are associated with different forms of active and repressed chromatin environments.

Of the family of SET domain proteins, one paralog is a notable exception to this paradigm. The *Drosophila* protein UpSET and its homologs Set3 in yeast and KMT2E (henceforth referred to as MLL5) in mammals are not known to have histone-modifying activity (Pijnappel *et al.* 2001; Madan *et al.* 2009; Rincon-Arano *et al.* 2012). In fact, conserved catalytically important residues in the SET domain are mutated in UpSET/Set3/MLL5, suggesting that protein function must not rely on the competence of the SET domain (Madan *et al.* 2009). Rather than catalyzing histone methylation, these proteins have been characterized in yeast and flies to form complexes with histone deacetylases (HDACs) (Pijnappel *et al.* 2001; Rincon-Arano *et al.* 2012).

Set3 is a nonessential gene in yeast (Pijnappel *et al.* 2001), with a mutant phenotype of defective transcription kinetics when cells are metabolically challenged (Wang *et al.* 2002; Kim *et al.* 2012). Set3 complex (Set3C) was also recently tied to the DNA damage response operating under a model of altered histone acetylation dynamics (Torres-Machorro *et al.* 2015). MLL5 in mammals has been tied to several different cellular processes, including hematopoesis (Heuser *et al.* 2009; Madan *et al.* 2009; Zhang *et al.* 2009), cell cycle progression (Deng *et al.* 2004; Cheng *et al.* 2008), oncogenesis (Emerling *et al.* 2002), and DNA methylation (Yun *et al.* 2014), though its exact mechanistic role or binding partners in these diverse functions have not been fully resolved. In *Drosophila*, *upSET^e00365/e00365^* flies were described to be viable, but with a female fertility defect due to derepression of transposable elements in the ovary (Rincon-Arano *et al.* 2012).

We previously identified the UpSET protein (CG9007) as a top interactor with the MSL3 protein by a cross-linked affinity purification technique (Wang *et al.* 2013). MSL3 is a chromodomain protein that is a core constituent of the Male-specific lethal (MSL) dosage compensation complex in *Drosophila*. The five genetically defined MSL proteins (Male-specific Lethal-1, -2, -3, Maleless, and Males-absent-on-first), and two redundant noncoding RNAs (*RNA on X -1 and -2*) localize specifically to the male X to create a unique chromatin environment, and boost expression of active genes (for review, see Lucchesi and Kuroda 2015). The chromatin environment that is created by the MSL complex is catalyzed by the Males-absent-on-first (MOF) protein, which acetylates histone 4 on lysine 16 (H4K16ac). This modification has a very stereotypical pattern near TSSs on autosomes, and across the female genome. In contrast, on the male X, H4K16ac is enriched on gene bodies, reflecting the localization of the MSL complex, and its putative function in transcriptional elongation.

The potential interaction between UpSET, a member of an HDAC complex, and MSL3, a member of the MSL complex that makes an acetyl mark, led us to create *upSET* mutant S2 cell lines using the CRISPR/Cas-9 system. We surveyed bulk histone PTM levels in these cells to test for a global effect on the H4K16ac dosage compensation-associated mark, but instead observed that the relative amounts of the heterochromatin mark histone H3 lysine 9 dimethyl (H3K9me2) were strongly reduced. To investigate this potential heterochromatin association, we created an *upSET* deleted *Drosophila* fly line using the CRISPR/Cas-9 system for genome engineering coupled with a homologous recombination donor. We observed *upSET^DsRed+{^*^Δ^*^upSET}/DsRed+{^*^Δ^*^upSET}^* to be lethal in both males and females, confirming a role independent of, or broader than, regulation of male-specific dosage compensation, and in contrast to a previous report of homozygous mutant viability (Rincon-Arano *et al.* 2012). *upSET*^Δ^*^DsRed{^*^Δ^*^upSET}/+^* heterozygotes exhibit a suppressor of variegation phenotype, suggesting that heterochromatic silencing is influenced by UpSET dosage. Furthermore, we also detected perturbation of heterochromatin gene expression in *upSET* mutant cell lines using nascent-RNA sequencing. Together with previous studies, our results suggest that heterochromatin and heterochromatin-embedded genes are particularly sensitive to a balance of chromatin-modifying activities, regulated in part by the UpSET protein.

## Materials and Methods

### Generating upSET mutant S2 cells and flies

S2 cells and mutant S2 lines were maintained at 26° in Schneider’s medium supplemented with 10% FBS and 1% antibiotic/antimycotic (Gibco). Mutant S2 cells were generated using the CRISPR/Cas-9 system essentially as described (Housden *et al.* 2015). Guide RNA sequences were obtained from the *Drosophila* RNAi Screening Center (DRSC)’s sgRNA design tool (www.flyrnai.org/crispr2). Oligonucleotides of the appropriate gRNA sequence were ordered from IDT (Table S1), with additional bases to allow for ligation into the *Bbs*I site of the pL018 plasmid (a gift from N. Perrimon), which also expresses Cas-9. S2 cells were transfected using Effectene (Qiagen) using 40 ng of an actin::RFP marker plasmid (a gift from T. Wu), and 360 ng total of the appropriate pL018 construct, either singly or in combination with other pL018 constructs. At 4 d after transfection, single cells in the top 10% of RFP^+^ cells (typically top ∼3% of total population) were sorted by FACS into conditioned medium in 96-well plates. Colony growth from single S2 cells was observed after 2–3 wk. Independent lines were expanded and tested for mutations by HRMA (high resolution melt assay) using Precision Melt Supermix (Bio-Rad). Lines scoring well in the HRMA had the gRNA target region amplified by PCR using flanking primers (Table S1), and the resulting product was subcloned into the pCR4Blunt-TOPO vector (Invitrogen). To identify the molecular lesion, five bacterial colonies per S2 line were sequenced by Genewiz. Lines with mutations that introduce frameshifts or deletions of the start codon and adjacent sequence were used for subsequent experiments.

*upSET*-directed gRNA sequences were as follows:

upset1: 5′-AACCGAGTCGTGACTGGACATGG-3′
upset3: 5′-AGGCGCGATGCCGTCTGATTAGG-3′
upset5: 5′-TGGCCAGGCGCAGTAGTAATAGG-3′
upset7: 5′-ACAGCAGATCAGCCTACCGCAGG-3′

Mutant flies were generated by injecting gRNA constructs, and a homologous recombination donor, into *w*; *w^−^{nos-cas9}/CyO* embryos [a gift from N. Perrimon, see also Housden *et al.* (2014) for general guidelines for *Drosophila* CRISPR/Cas-9]. Injections were made using glass capillary needles through the intact chorion essentially as described (Miller *et al.* 2002). The gRNA constructs were designed as above, and oligos were ligated into the pU6-BbsI-chiRNA plasmid (#45946; addgene) as described (Gratz *et al.* 2013). The homologous recombination donor was constructed using 1 kb of genomic sequence flanking the 5′ and 3′ gRNA cut sites inserted into the pDsRed-attP plasmid (#51019; addgene) (Gratz *et al.* 2014), which expresses the synthetic marker 3×P3-DsRed in the adult eye. Genome (R6.12) coordinates, 5′ homology arm: 3L:14006860..14007859; 3′ homology arm: 3L:14017877..14018876. Adults resulting from the injections were outcrossed to *yw* flies, and their progeny were screened for the fluorescent DsRed marker. DsRed-positive progeny were crossed to *yw*; *TM3/TM6* flies to generate balanced stocks of *yw*; +; *DsRed^+^{*Δ*upSET}/TM3* or *yw*; +; *DsRed^+^{*Δ*upSET}/TM6*.

In order to mitigate any interference of the DsRed marker with eye phenotype scoring in position effect variegation experiments, we excised the 3×P3-DsRed cassette using Cre recombination with the flanking loxP sites present in the pDsRed-attP vector. Cre recombinase was introduced from the *yw*; *MKRS*,*{hs-FLP}/TM6B*,*{Crew}*,*Tb* line (#1501; Bloomington). *yw*; *DsRed^+^{*Δ*upSET}/TM6B*,*{Crew}Tb* progeny were crossed to a third chromosome balancer line to establish balanced stocks of *yw*; Δ*DsRed{*Δ*upSET}/TM3* or *TM6*. Successful mobilization of the DsRed cassette was confirmed in all crosses by visual inspection.

### Cloning and transgenesis for the upSET-BioTAP allele

The UpSET-BioTAP allele was constructed using the pRedET recombineering system (GeneBridges K002). The genomic region of *upSET* was transferred to the pFly (aka pGS-mw) vector, and injected into flies for site-specific integration at 53B2 on the second chromosome (#9736; BestGene stock). The resulting flies, *yw*; *UpSET-BioTAP/UpSET-BioTAP*, were crossed into the *DsRed^+^{*Δ*upSET}* background. *DsRed^+^{*Δ*upSET}*-homozygous flies carrying one or two copies of the UpSET-BioTAP allele were used for one-step ChIP (see below).

Presence of WT *upSET* or the BioTAP-tagged-*upSET* transgene was assessed by PCR from genomic DNA isolated from two to three female flies of the specific genotype. A 544 bp product from wild type (WT), and a 1210 bp product from the BioTAP-tagged *upSET* construct are obtained when using the following primer pair:

KAM201: 5′-gctgcacatgtttgatgataagc-3′
KAM202: 5′-gtgcaagctcatactttatgcgc-3′

### Bulk histone purification and mass spectrometry

Bulk histones were salt-acid extracted from S2 cell lines using 2M NaCl and 0.4N H_2_SO_4_ following cell lysis with RIPA buffer. Histone proteins were precipitated using trichloroacetic acid (TCA), and resuspended in 25 mM sodium bicarbonate. Resuspended histone proteins were treated with propionic anhydride (Sigma Aldrich) for bottom-up peptide analysis by liquid chromatography–mass spectrometry as described in a previous report (Zee *et al.* 2016a,b).

### Small scale one-step ChIP-seq from BioTAP-tagged embryos

To assess the genomic localization of BioTAP-tagged proteins from a small scale of embryos, immunoprecipitation using only the proteinA moieties of the tag were performed. Using a protocol essentially described elsewhere (Alekseyenko *et al.* 2008), 0.1 g of embryos was collected, and disrupted using a motorized pestle. Formaldehyde was added to 1% final concentration, and incubated for 15 min at room temperature. Following quenching of the reaction with glycine and washing, fixed material was sonicated in RIPA buffer using a Bioruptor, four cycles of 30 sec on/30 sec off on the high setting. Sonicated material was supplemented with TritonX-100 to 1%, Sodium DOC to 0.1%, and NaCl to 140 mM, and debris was cleared by centrifugation. Chromatin was aliquoted and stored at −80° until IP. For ChIP, 20–30 μl of IgG agarose slurry per IP were washed in RIPA buffer, and incubated with chromatin overnight. Bound immunocomplexes were washed 5× with RIPA (140 mM NaCl; 10 mM Tris, pH 8; 1 mM EDTA, pH 8; 1% Triton; 0.1% SDS; and 0.1% sodium deoxycholate), once with LiCl buffer (250 mM LiCl; 10 mM Tris pH 8; 1 mM EDTA, pH 8; 0.5% NP40; and 0.5% sodium deoxycholate), twice with TE, and finally resuspended in TE. Input and IPs were treated for 30 min with RNase at 37°, then overnight with the addition of proteinase K and SDS (0.5% final), and crosslinks were reversed for 6 hr at 65°. IP samples were supplemented with NaCl to 140 mM final, and both IP and input samples were extracted with an equal volume of 25:24:1 phenol:chloroform:isoamyl alcohol. To maximize recovery in IPs, the organic fraction was extracted with TEN140 (TE + 140 mM NaCl), and pooled with the initial aqueous phase. All samples were then extracted with an equal volume of 24:1 chloroform:isoamyl alcohol, and precipitated overnight at −80° with sodium acetate and ethanol, in the presence of glycogen. The entirety of the precipitated IP-DNA and ∼200 ng of input DNA were used to create high-throughput sequencing Illumina libraries using the NEBNext ChIP-seq kit (NEB 6240). Prior to library amplification, size selection was achieved using a 2% agarose gel (50111; Lonza). Sequencing was performed at the Tufts Genomics Core.

### ChIP-seq analysis

The adaptor sequences were trimmed with Cutadapt ver. 1.2.1 (Martin 2011). The reads were aligned to the *Drosophila* genome (dm3 assembly) using Bowtie ver. 12.0 (Langmead *et al.* 2009) with a unique mapping option (-m 1). Only uniquely aligned reads were used for analysis. The input normalized fold enrichment profiles were generated using the *get.smoothed.enrichment.mle* function of the SPP R package (Kharchenko *et al.* 2008), with a step size of 20 bp, and Gaussian kernel bandwidth of 150 bp. The profiles were normalized by the background scaling method. For metagene plots, the regions in the gene body except for 500 bp margins of 5′-end and 3′-end were scaled and averaged after merging two replicates. Only genes >1.5 kb in length, and >1 kb away from adjacent genes, were included in the metagene analysis. To estimate gene expression, RNA-seq samples profiled by modENCODE consortium were used for S2 cell and 14–16 hr embryos (Gerstein *et al.* 2014). FPKM = 1 was used as a threshold for expressed genes. To detect significantly enriched peaks, the *get.broad.enrichment.clusters* function of the SPP R package was used, with a window size of 1 kb and *z*-score threshold of 3. For downstream analysis based on peaks, we used the significant peaks from the second UpSET-BioTAP replicate, which has a better signal-to-noise ratio. The genomic annotation for UpSET was performed using CEAS (Shin *et al.* 2009). For chromatin annotation, the chromatin segmentations were obtained from previous studies of S2 (Kharchenko *et al.* 2011) and embryos (Ho *et al.* 2014).

### Position effect variegation of the w^m4^ allele

Virgin females of the genotype *w^m4^/w^m4^*; +; + were crossed to males of the genotype *yw*; Δ*DsRed{*Δ*upSET}/TM3*,*Sb or yw*; +; +. Resulting progeny of this cross were sorted to the appropriate third chromosome genotype by balancer chromosome markers. These flies were maintained at 24° for 3 d, after which variegation of eye pigmentation was assessed. The extent of eye pigmentation was scored into three classes.

### Nascent-RNA-seq from S2 cells

Nascent-RNA sequencing was done using a urea-based method (Ferrari *et al*. 2013) essentially as described (Alekseyenko *et al.* 2015). In short, 1 × 10^7^ S2 cells were collected by centrifugation at 300 × *g* at 4°, and homogenized in CKS buffer + SUPERase•In RNase inhibitor (Ambion AM2696) + ProteaseArrest (786-108; G-Biosciences) with three strokes through a 25 G needle. Nuclei were collected by centrifugation, and resuspended in CF buffer + RNasin. NUN buffer was added and samples were vortexed ∼30 sec until a wispy, filamentous precipitate was apparent. This precipitate was spun down and washed three times with NUN buffer. Samples were then treated with proteinaseK in CF buffer + 0.5% SDS at 55° for 30 min. Samples were then passed through a 25 G needle five times to disrupt the chromatin, and incubated an additional 30 min at 55°. Samples were extracted twice with 25:24:1 phenol:chloroform:isoamyl alcohol, once with 24:1 chloroform:isoamyl alcohol, and ethanol precipitated overnight in the presence of glycogen (AM9510; Ambion). Resulting nucleic acids were treated with RNase-free TURBO DNase (AM2238; Ambion) for 30 min at 37°, with proteinase K + SDS for an additional 5 min at 37°, and then extracted once each with 25:24:1 phenol:chloroform:isoamyl alcohol, and 24:1 chloroform:isoamyl alcohol. Nascent-RNA was ethanol precipitated overnight except without the addition of glycogen. Illumina sequencing libraries were constructed using the NEBNext Ultra Directional RNA Library kit (NEB 7420).

### Nascent-RNA-seq analysis

The reads were mapped as described above. The tag density profiles were generated using *get.smoothed.tag.density* function of SPP R package, with a Gaussian kernel of 100 bp, and a step size of 10 bp after library size normalization. To compare the enrichment values between the mutant and control, the reads were separated to sense and antisense transcripts. The fold change, and significantly changed regions in transcription between conditions, were determined using EdgeR (Robinson *et al.* 2010) after TMM (trimmed mean normalization method) (Ross-Innes *et al.* 2012). Heterochromatic and euchromatic genes were defined using the heterochromatin, and euchromatin boundary information for each chromosome obtained from a previous study based on H3K9me2 enrichment levels (Riddle *et al.* 2011). To access the significance for the portions of upregulated genes between groups, a bootstrap method was used (*n* = 1000).

### Data availability

Cell and fly lines are available upon request. Mass Spectrometry raw data files are available through Harvard Dataverse (https://dataverse.harvard.edu/) at doi: 10.7910/DVN/LFGYUV. Gene expression (nascent-RNA) and ChIP-seq data are available at GEO accession number GSE90703.

## Results

### CRISPR-engineered S2 cell lines tolerate inactivating upSET mutations

In order to assess the molecular effects of the loss of UpSET, specifically in male cells, we generated S2 cell lines stably carrying *upSET* mutations. S2 cells are a male *Drosophila* cell line which is highly polyploid. We reasoned that these cells may tolerate perturbed chromatin states better than the whole organism, given their tolerance of their nondiploid genome. The ploidy of the genome introduces its own challenges for genome engineering, yet we saw that mutations typically went to fixation when we used the CRISPR/Cas-9 system (Housden *et al.* 2015). We cotransfected S2 cells with an RFP-expressing marker plasmid, and a plasmid coexpressing both the Cas-9 protein and one or more of several different guide RNAs directed toward the *upSET* gene (Figure 1A). To isolate single clones, RFP-positive transfected cells were sorted into 96-well plates by FACS. Following regrowth from these single cells, we identified lines with putative mutations by high-resolution melt assays (HRMA) (Bassett *et al.* 2013). Statistically significant hits were further analyzed by Sanger sequencing to identify the nature of the molecular lesions at the gRNA target site. In this way, we were able to isolate three *upSET* clonal mutant lines that lack a wild-type UpSET open reading frame (Figure 1, B and C).

**Figure 1:**
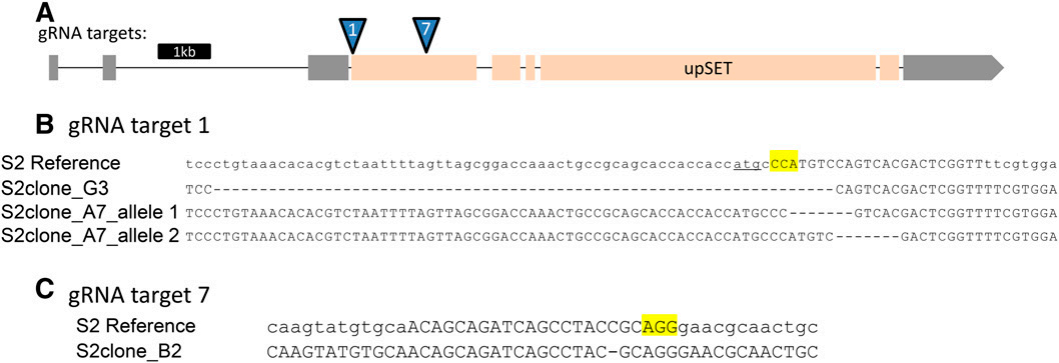
Generation of *upSET* mutant S2 lines. (A) Schematic for the *upSET* gene locus. Noncoding exons are in gray, while coding exons are in light orange. Locations of guide RNA targets for Cas9 are indicated. (B) Molecular lesions generated around the *upSET* gRNA #1 target site, located just downstream of the *upSET* start codon (underlined). In the S2 reference sequence, the gRNA target is in capital letters, and the PAM is highlighted. Clone G3 has a homozygous 67 bp deletion, removing the start codon, and 10 additional coding base pairs, as well as 54 bp of the adjacent sequence. Clone A7 has two separate 7 bp deletions, both resulting in frameshift mutations, and predicted truncations in the protein product. (C) As in (B), in the S2 reference sequence, the gRNA target is in capital letters and the PAM is highlighted. The molecular lesion generated around the *upSET* gRNA #7 target site in clone B2 carries a 1 bp deletion, resulting in a frameshift after 367 amino acids of the wild-type UpSET protein sequence, and a predicted 436 amino acid product.

### Bulk histone PTM analysis in upSET mutant S2 cells reveals a perturbed chromatin state

To explore the potential role of UpSET in chromatin and gene expression, we sought to obtain a comprehensive assessment of all histone post-translational modifications that were altered by the loss of *upSET*. We isolated bulk histones from S2 cells, and all three *upSET* mutant cell lines, using a salt/acid extraction method (Zee *et al.* 2016a). To quantitatively recover histone peptides with their PTM state intact for mass spectrometry analysis, histones were derivatized in solution with a protecting group that allows recovery of histone peptides from reverse phase chromatography. Using the mass difference and relative elution order between the protecting group and various modifications (acetylation, methylation, etc.), we were able to quantify the relative abundance of a given histone PTM with respect to all observable modified forms within the same tryptic peptide backbone within each sample. As a positive control for our methodology, we also assessed the histone modifications in S2 cells treated with the general HDAC inhibitor, sodium butyrate (S2but), which should result in global accumulation of acetylation (Candido *et al.* 1978).

We observed a slight increase in H4-monoacetylation on the peptide that contains lysines at residues 5, 8, 12, and 16 in *upSET* mutant cells, and a larger increase in the butyrate-treated cells (Figure 2A). We obtained similar results in replicates (Supplemental Material, Figure S1A and File S1). We also found an increase in H3K4me1, as compared to unmodified H3K4 (Figure S2). However, a comprehensive view of the modification state at this residue was not possible, due to the hydrophillic nature of the H3K4me2/me3 peptides, which precludes their recovery during desalting prior to liquid chromatography-mass spectrometry.

**Figure 2:**
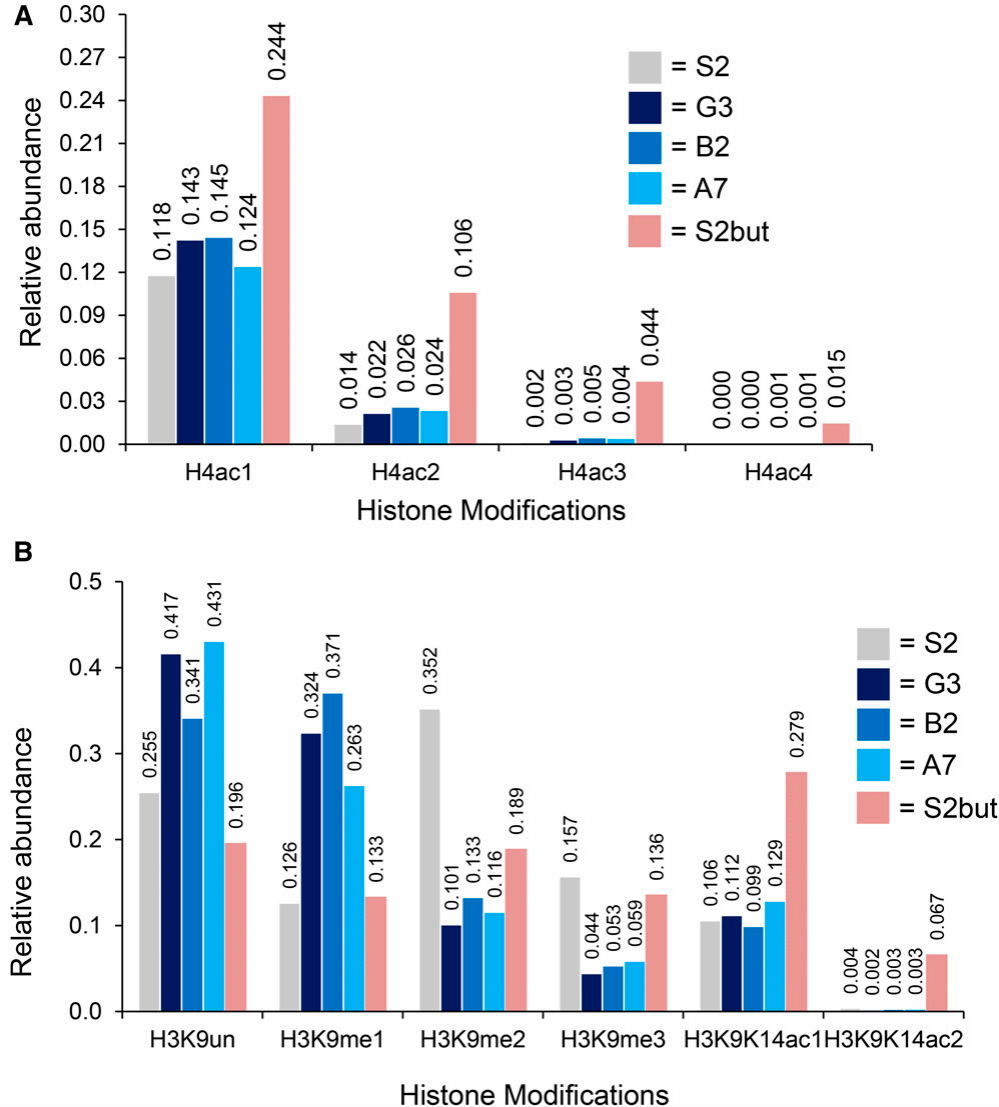
Analysis of histone post-translational modifications from bulk histones in *upSET* mutant cells. (A) Relative quantification (1.0 = 100%) of H4K5K8K12K16 mono-, di-, tri-, and tetra-acetyl patterns in *upSET* mutant cell lines (G3, B2, and A7), butyrate treated cells (S2but), and the parental S2 line. The patterns of the mutant or butyrate treated cells differ from the parental cell line. Sodium butyrate inhibits deacetylases, resulting in accumulation of acetylation marks. (B) Relative quantification (1.0 = 100%) of H3K9K14 PTM patterns in *upSET* mutant cell lines (G3, B2, and A7), butyrate treated cells (S2but), and the parental S2 line. The H3K9me2/me3 marks are depleted from *upSET* mutant S2 cells, suggestive of an effect on heterochromatin.

Unexpectedly, the largest relative changes in modifications on total histones in the *upSET* mutant cells were in H3K9me2 and H3K9me3 levels, which were greatly diminished compared to wild-type S2 cells, with a concomitant increase in monomethylated and unmethylated H3K9 (Figure 2B). We obtained similar results in replicates (Figure S1B). In contrast, cells treated with S2but also experienced a drop in H3K9me2/3 levels, however with a concomitant increase in H3K9K14 monomethylation or diacetylation. H3K9me2 is a modification known to be enriched in heterochromatin (Ebert *et al.* 2004). The HP1a protein, which is critical for heterochromatin formation, interfaces with this mark via its chromodomain (Platero *et al.* 1995; Jacobs and Khorasanizadeh 2002). These data suggest an as-yet undetermined role for UpSET in heterochromatin.

### upSET is an essential gene in Drosophila

The previous characterization of *upSET* mutant flies utilized the only two lines then available, which carry a *P*-element and Minos insertion in the *upSET* gene, respectively (Rincon-Arano *et al.* 2012). However, the insertions carried by both of these lines leave the coding sequence largely intact. While Western blotting suggested no residual protein, given the possibility that those alleles could in fact be hypomorphic instead of complete loss-of-function, we sought to create an *upSET* deletion allele with the coding sequence removed from the genome. To accomplish this, we turned to the versatile CRISPR/Cas-9 genome engineering system. We coinjected *w*; *w^−^{nos-cas9}/CyO* embryos, which express Cas-9 in the germ line, with two guide RNA constructs, and a homologous recombination donor marked with 3xP3-DsRed (Figure 3A). We isolated balanced flies that carried the DsRed marker, and confirmed the loss of the entire predicted *upSET* coding sequence by PCR. We found that homozygosity for the *upSET* deletion is lethal, with a low escape rate. The few escapers that were recovered were sickly, and did not reproduce with *yw* mates. We were able to rescue this lethality with an UpSET-BioTAP transgene (Figure 3B). PCR from rescued individuals confirmed that no wild-type *upSET* DNA remained (Figure 3C). Taken together, these results suggest that, contrary to previous reports, *upSET* is an essential gene in *Drosophila*, and that the previous alleles are hypomorphs, rather than *bona fide* complete loss-of-function.

**Figure 3:**
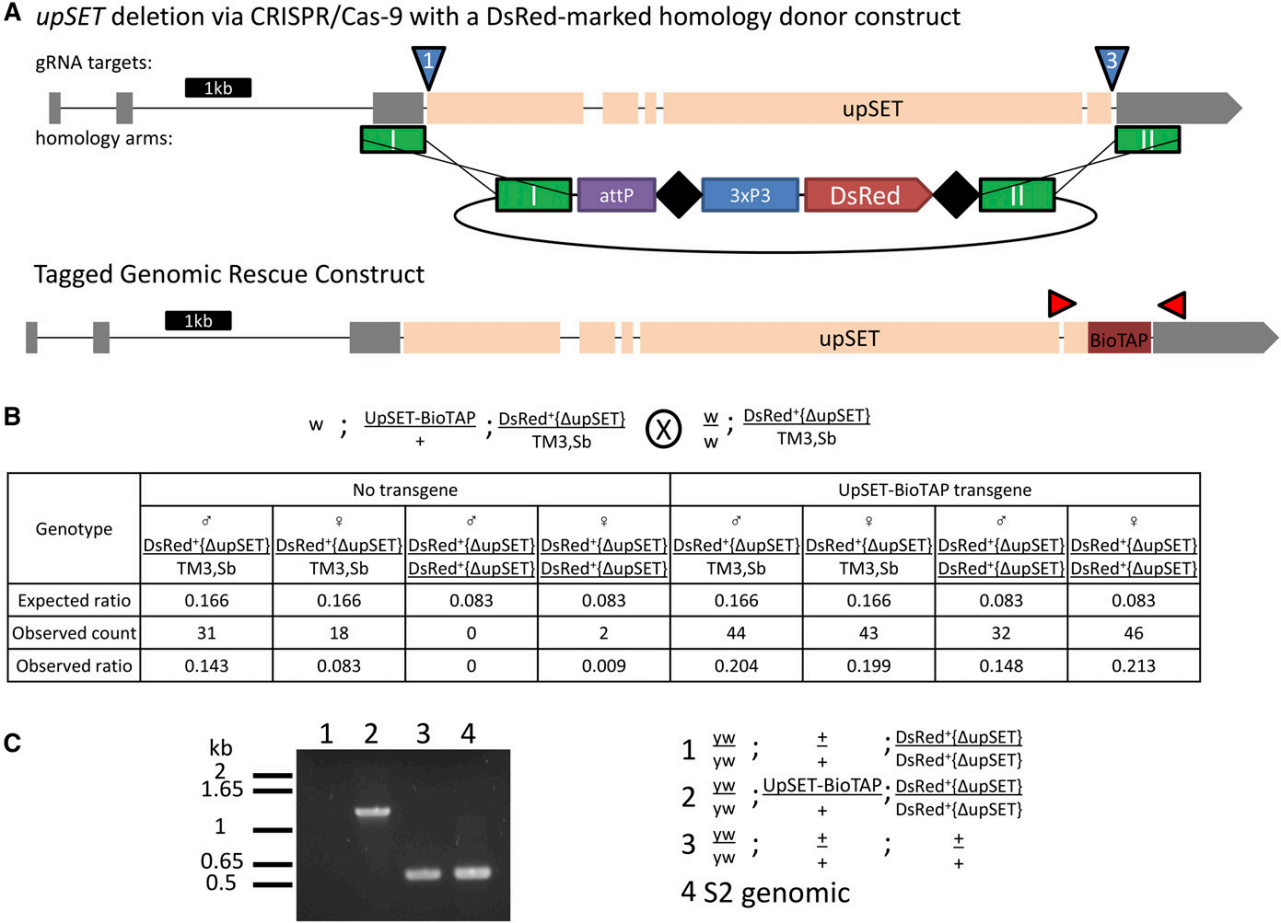
*upSET* is an essential gene in *Drosophila*. (A) The *upSET* gene, as depicted in Figure 1, with the location of guide RNA targets (blue triangles), homologous recombination donor arms (green rectangles), and the structure of the DsRed donor construct indicated. The BioTAP-tag insertion in a separate transgenic rescue construct shown below is indicated in crimson, with flanking PCR primers (red, not to scale). (B) *upSET* is homozygous lethal, but is rescued by the UpSET-BioTAP transgene (compare counts in columns three and four to columns seven and eight). Cross scheme is shown above the table. Table contains the expected ratio of adult progeny per genotype, as well as the observed count and ratio of these genotypes. (C) PCR analysis reveals that homozygous escapers lack the 544 bp wild-type product. The rescued flies produce only the band corresponding to the tagged construct.

### UpSET-BioTAP localizes to TSS of active genes by ChIP-seq

Our previous attempts to determine the localization of UpSET using the BioTAP-tagged transgene were unsuccessful in cell culture due to poor stability of the tagged protein in chromatin preparations (data not shown). We reasoned that more of the tagged protein would be incorporated into chromatin in the *upSET*-deleted background, and so we prepared chromatin for ChIP from 0.1 g of mixed 12–24 hr embryos carrying the UpSET-BioTAP transgene in the homozygous *DsRed^+^{*Δ*upSET}* background. We immunoprecipated UpSET-BioTAP using the protein-A moiety, and sequenced the resulting material.

In agreement with previous localization data generated by UpSET Dam-ID in Kc cells (Rincon-Arano *et al.* 2012), we observed UpSET-BioTAP to localize to active genes by ChIP-seq (Figure 4, A and B). More specifically, in the BioTAP data, there is enrichment for UpSET-BioTAP ChIP peaks in regions carrying the chromatin signatures of TSS proximal and active elongation states (Ho *et al.* 2014) (Figure S3). This is further supported by comparing the overlap of UpSET-BioTAP ChIP peaks with different genome feature annotations. UpSET-BioTAP peak regions display a >2-fold enrichment over the genomic background for promoter and 5′ UTR regions, and are also enriched for coding exons (Figure 4C). Conversely, intron and intergenic regions are depleted from UpSET-BioTAP peaks when compared to the whole genome. When comparing the UpSET-BioTAP dataset to those publically available in the modENCODE project, we observe the highest correlation with Pol II-datasets (Figure S4), consistent with enrichment at the TSS of genes in the active chromatin context.

**Figure 4:**
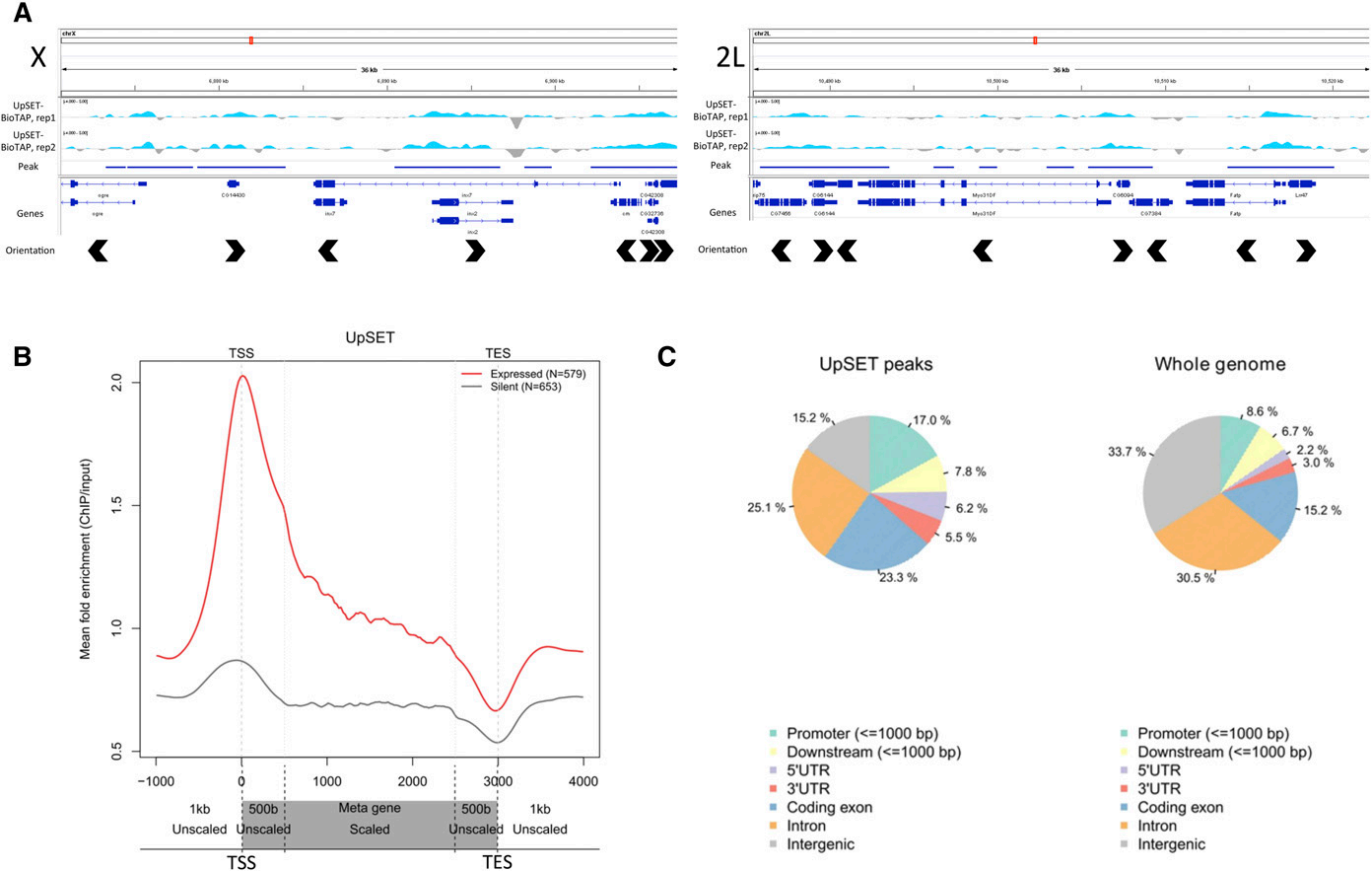
UpSET-BioTAP localizes to TSSs of active genes in embryos. (A) Two representative genome browser views of 36 kb regions of the X and 2L chromosomes displaying UpSET-BioTAP ChIP-seq tracks, the corresponding peak call used for downstream analysis, gene annotations, and gene orientations. There are no apparent differences between UpSET-BioTAP on the X chromosome and binding on the autosomes. The *y*-axes for these ChIP-seq tracks are on a log2-scale. (B) Metagene profile for UpSET-BioTAP binding. TSS, transcription start site; TES, 3′ terminal site. Gene bodies from TSS+500 bp to TES−500 bp are scaled. The 1 kb upstream and downstream, and 500 bp into the gene on either end are unscaled. UpSET-BioTAP shows a strong preference for binding at the TSS of active genes. The *y*-axis for this metagene is a linear scale. (C) UpSET-BioTAP peaks, as highlighted in (A), are enriched for genome regions annotated to be promoters, 5′UTR, and coding exons. Intron and intergenic regions are depleted compared to the whole genome background.

We sought to examine whether we could detect an X-specific localization pattern for UpSET-BioTAP as compared to the autosomal pattern, although, in mixed-sex embryos, any X-specific localization signal in males would be dampened. We did not detect any difference between UpSET-BioTAP localization at the TSS, or throughout the gene body, between X-linked and autosomal genes (Figure S5).

### Heterozygous loss of upSET influences position effect variegation

To test whether the critical role for UpSET protein may be related to the maintenance of heterochromatin, we tested whether heterozygous loss of *upSET* would influence position effect variegation (PEV) of the *w^m4^* allele seen in the eyes of adult flies. The *w^m4^* allele carries an inversion on the X chromosome placing the *white* locus adjacent to heterochromatin, resulting in the apparent spreading of silencing into the locus and a variegating white-eyed phenotype (Figure 5A) (Elgin and Reuter 2013). Defects in heterochromatin components lead to expression of *white^+^* in a larger fraction of cells, thus larger sectors of red eye pigmentation. Loss-of-function mutants for the core components of heterochromatin score strongly in these assays and are collectively called suppressors of variegation [for example, Su(var)3–9, the primary enzyme responsible for H3K9 dimethylation in pericentric heterochromatin]. We scored the eye sectoring phenotypes of hemizygous *w^m4^* males heterozygous for Δ*DsRed{*Δ*upSET}* compared to hemizygous *w^m4^* males wild-type for the third chromosome obtained from a parallel cross. We observed that heterozygous loss of *upSET* results in suppression of variegation, that is, a larger number of flies with a greater extent of red pigmentation (Figure 5, B and C). This effect was also evident in female progeny, though there is a higher incidence of suppressed variegation in the control cross (Figure S6). Similarly, we observed suppression of PEV of a HS-lacZ reporter inserted on the Y chromosome (Lu *et al.* 1996) in heterozygous *DsRed^+^{*Δ*upSET}* larval salivary glands (data not shown). Suppression of PEV of a different *w^+^* reporter has also been reported (Rincon-Arano *et al.* 2013). These *in vivo* findings, along with our bulk analysis of histone PTMs in S2 cells, support the conclusion that UpSET plays a role in heterochromatin maintenance.

**Figure 5:**
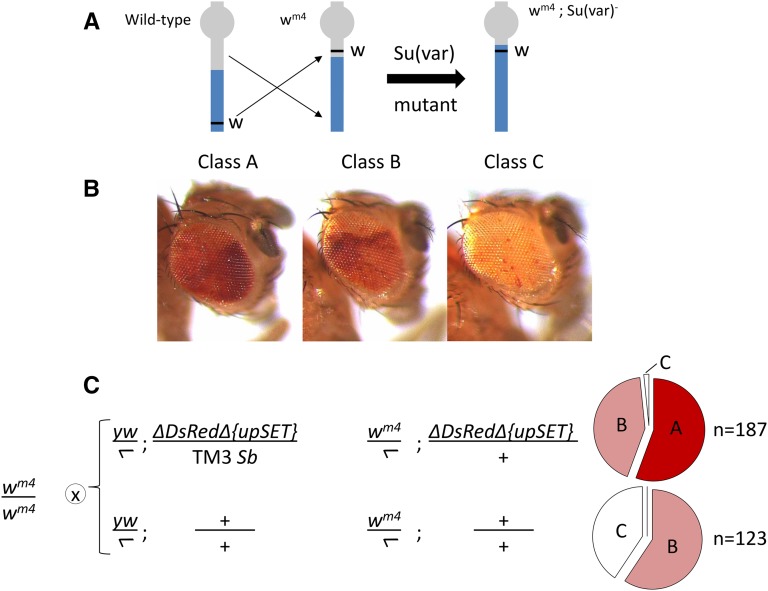
Heterozygous *upSET* mutants display a Suppressor of variegation [Su(var)] phenotype. (A) Schematic for the *w^m4^* allele (heterochromatin indicated in gray, euchromatin in blue, *white* locus in black). The *w^m4^* line has a *white* variegating phenotype due to juxtaposition of the *white* locus adjacent to heterochromatin on the X chromosome. Loss of repression of *white*, resulting in eyes with increased numbers of red pigmented cells, is thought to reflect destabilization of heterochromatin. (B) Representative images of the three classes of eye pigmentation into which flies were sorted. Class A has the highest proportion of red pigmentation, Class B has intermediate levels, and Class C is largely unpigmented. (C) Cross scheme for testing of the effect of heterozygous loss of *upSET* on position effect variegation. Male flies were scored at 3 d posteclosion into the three classes described above. In comparison to control males from a parallel cross, heterozygous loss of *upSET* leads to an increase in red pigmentation, skewing the population toward suppressed variegation (55.6% Class A, 42.8% B, 1.6% C for heterozygous Δ*DsRed{*Δ*upSET}* *vs.* 0% Class A, 59.3% B, 40.7% C for control males). Total number of progeny scored is indicated to the right of the pie chart.

### Changes in transcription correlate with altered chromatin state

In order to assess whether global transcription might be affected by the altered chromatin states in *upSET* mutant cell lines, we utilized a urea-based method to sequence the nascently transcribed RNA associated with Pol II. 

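Nascent RNA, the RNA that stays with transcribing Pol II in a urea-washed chromatin pellet, was sequenced as strand-specific libraries from 4 cell lines, with 2 libraries per line. S2 is the parental line, and G3, A7, and B2 are the *upSET* mutant clones derived from it with CRISPR/Cas-9. The lesion is a 67 bp deletion in G3, 7 bp deletions in A7, and a 1 bp deletion in B2 (Figure 1, B and C). The authors trimmed the reads, kept those that aligned to a single place in the dm3 assembly, separated them into sense and antisense reads of each gene, and deposited the counts for 15998 genes without normalization. Each gene is given by its name, chromosome arm, start, and end. In replicate 1, the sense counts summed to 8333319 in S2, 10425243 in G3, 10902304 in A7, and 8778879 in B2. In replicate 2, they summed to 5375494 in S2, 5427807 in G3, 4792036 in A7, and 4738785 in B2. Antisense counts made up between 8.59% and 10.95% of the counts of a library. At these depths, 3 counts correspond to between 0.275 and 0.633 CPM (counts scaled to the size of the library), a limit that covers counting error only. The 9612 genes with a CPM of at least 1 in at least 2 of the 8 libraries were tested on sense counts with edgeR's quasi-likelihood test after TMM normalization, with all 8 libraries in one fit, and p-values were adjusted by the Benjamini-Hochberg method. The replicate number was not part of this fit, but the libraries parted by replicate number: the first principal component, with 44.1% of the variance, had the 4 libraries of replicate 1 on one side and the 4 of replicate 2 on the other. Across genes, the deviations of same-numbered libraries from their line's mean correlated with Pearson's r between 0.50 and 0.63. For most results, values from a fit with the replicate number as a block are therefore given beside those without it. On simulated counts with 200 changed genes, the fit without the block recovered 103 of them with 0 false calls, and the fit with the block recovered 190 with 24 false calls, which were 11.2% of its calls. These counts were simulated once, from the fit with the block, with the same replicate effect in all lines. Only genes with ample counts were changed, so these values are not general rates of the fits.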

We elected to isolate nascent RNA in order to limit our observations to changes in transcription, rather than in the steady state cytosolic pool of mRNA. Indeed, we observed that aberrant transcription occurred in all three *upSET* mutant S2 cell lines in comparison to the parental S2 cell line.

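The *upSET* gene, listed as CG9007, lies on 3L of dm3 from 13995223 to 14013251. Its normalized sense counts in replicates 1 and 2 were 543.1 and 566.7 CPM in S2, 463.6 and 460.6 CPM in G3, 760.5 and 605.6 CPM in A7, and 664.5 and 679.7 CPM in B2. The log2FC of CG9007 against S2 was -0.26 in G3 (standard error 0.13, adjusted p = 0.553 from edgeR), 0.30 in A7 (standard error 0.13, adjusted p = 0.601 from edgeR), and 0.28 in B2 (standard error 0.13, adjusted p = 0.999 from edgeR), so that a change in its transcription was not detected in any of the 3 lines. The adjusted p of CG9007 from edgeR with the replicate block was 0.2345 in G3, 0.217 in A7, and 0.489 in B2. Among the 9612 genes tested, 58 differed from S2 in G3 at an adjusted p under 0.05 in edgeR, 33 of them higher and 25 lower. In A7, 36 genes differed, 34 higher and 2 lower, and in B2 1 gene differed, which was higher. At an unadjusted p under 0.05, 1068 genes differed in G3, 841 in A7, and 312 in B2, and with the replicate block 2019, 1779, and 944 did, where chance alone gives 481. The block moved the counts at an adjusted p most: with it, 564 genes differed in G3 (302 higher and 262 lower), 353 in A7 (257 higher and 96 lower), and 41 in B2 (30 higher and 11 lower). The largest rise among the genes that the paper names was that of *roX1*, on the X chromosome from 3752929 to 3756458, which had 14.4 ± 1.11 CPM in S2, 4015 ± 219 CPM in G3, 230.6 ± 120 CPM in A7, and 32.2 ± 24.1 CPM in B2 (SD, n = 2). Its log2FC was 8.12 in G3 (standard error 0.71, adjusted p = 0.00688 from edgeR), 4.00 in A7 (standard error 0.60, adjusted p = 0.0581 from edgeR), and 1.13 in B2 (standard error 0.57, adjusted p = 0.999 from edgeR). With the replicate block, the adjusted p of *roX1* from edgeR was 0.000257 in G3, 0.00549 in A7, and 0.563 in B2.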

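In all, 71 genes differed from S2 in at least 1 of the 3 mutant lines without the replicate block, and 48 of them, or 67.6%, did so in 1 line alone. G3 and A7 shared 21 genes changed in the same direction, while B2 shared 1 gene with each. Of the genes that passed the threshold in more than 1 line, 2 changed in opposite directions. With the block, 765 genes differed in at least 1 line and 585, or 76.5%, in 1 line alone. In all 3 lines, 13 genes at 10 separate loci passed in the same direction. *del*, on 2L from 21145134 to 21148605, was the 1 gene that passed in all 3 lines without the block. It had 10.4 ± 1.28 CPM in S2, 80.7 ± 12.8 CPM in G3, 71.6 ± 9.40 CPM in A7, and 55.1 ± 0.765 CPM in B2 (SD, n = 2), and its extent overlaps that of CG9253. The log2FC of *del* was 2.94 in G3, 2.77 in A7, and 2.39 in B2, with a standard error of 0.19 in each and adjusted p-values of 0.00148, 0.00225, and 0.0344 from edgeR. These p-values were 3.39e-05, 6.72e-05, and 0.00206 with the replicate block. Across all tested genes, which are not independent replicates, the log2FC correlated with Pearson's r of 0.59 between G3 and A7, 0.48 between G3 and B2, and 0.46 between A7 and B2, but these 3 comparisons share the same S2 libraries. With replicate 1 of one line against replicate 1 of S2 and replicate 2 of the other line against replicate 2 of S2, r was 0.190 between G3 and A7, 0.0513 between G3 and B2, and 0.0133 between A7 and B2. Between the 2 replicates of the same line, computed in the same way, r was 0.383 in G3, 0.350 in A7, and 0.153 in B2. Apart from CG9007, *roX1*, and *w*, whose mean was between 0.871 and 1.83 CPM, the paper names 10 genes of the MSL complex and of heterochromatin that were tested: *msl-1*, *msl-2*, *msl-3*, *mle*, *mof*, *roX2*, *Su(var)3-9*, *Su(var)3-7*, the gene of HP1a, and *JIL-1*. Their log2FC lay between -0.52 and 0.35 over the 3 lines, and the lowest adjusted p among them was 0.391 from edgeR without the block and 0.132 with it.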

Statistical analysis to identify upregulated or downregulated genes revealed striking heterogeneity in the nascent-RNA-sequencing transcriptional profiles between the three *upSET*-mutant cell lines. Therefore, we broadened our analysis to identify differential trends for groups of genes rather than individual loci, based on their previously determined chromatin environment or genomic location, for example, in heterochromatin *vs.* euchromatin, or X-linked *vs.* autosomal. To do so, we counted the numbers of genes falling above and below the no-fold-change (log_2_FC = 0) line per grouping (Figure 6, A–C). 

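The files give gene positions but no chromatin state, so each gene was placed by the midpoint of its extent in dm3. Heterochromatin held the genes of the assembly's separate heterochromatic arms, of chromosome 4, and of the 1 Mb of 2L, 2R, 3L, 3R, and X next to the centromere. The boundaries that the paper took from H3K9me2 in an earlier study were not used here. Of the tested genes, 7744 were autosomal euchromatin genes, 1525 X euchromatin genes, and 326 heterochromatin genes, and 17 genes on unplaced sequence were left out of the groups. In G3, 3138 autosomal euchromatin genes lay above the line and 4606 below it, a share above it of 40.5%. For A7, these numbers were 3181 above and 4563 below, or 41.1%, and for B2 they were 3380 above and 4364 below, or 43.6%. The median log2FC of the autosomal euchromatin genes was -0.08 in G3, -0.07 in A7, and -0.04 in B2, so that fewer than 50% of them lay above the line in each mutant. Normalization by library size alone, in place of TMM, gave shares of 29.2% in G3, 36.6% in A7, and 29.4% in B2. When replicate 2 of S2 was left out, the shares rose to 48.6% in G3, 51.2% in A7, and 51.9% in B2, past 50% in A7 and B2. Without replicate 1 of S2, they were 48.7%, 48.1%, and 49.96%.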

When comparing X-linked *vs.* autosomal genes, there was a weak trend toward upregulation, though this failed to reach statistical significance in all three *upSET* mutant cell lines (Figure 6, D–F, second bar). 

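Of the X euchromatin genes, 785 lay above the line and 740 below it in G3, or 51.5% above. A7 had 808 above and 717 below, or 53.0%, and B2 had 785 above, 739 below, and 1 on the line, also 51.5%. The share above the line exceeded that of autosomal euchromatin genes by 10.95 percentage points in G3 (95% bootstrap interval 8.10 to 13.9), by 11.9 in A7 (8.88 to 14.9), and by 7.83 in B2 (5.00 to 10.8). A bootstrap over genes with 1000 resamples gave a two-sided p of 0.002 in each line, the smallest that it can give. This bootstrap treats genes as independent and does not count the spread between libraries. The limma gene set test camera, which allows for correlation between genes, gave p = 0.389 in G3, p = 0.394 in A7, and p = 0.448 in B2 for X euchromatin genes against all other tested genes. With the replicate block, the differences in share were 10.8 points in G3, 12.0 in A7, and 7.79 in B2, and camera gave p = 0.155, p = 0.143, and p = 0.153 (n = 1525 genes). When each mutant library was compared with the same-numbered S2 library, the difference was 7.96 points in replicate 1 and 7.19 in replicate 2 of G3, 12.65 and 4.29 in A7, and 8.37 and 3.94 in B2. Comparing replicate 2 with replicate 1 of one line also moved the X share, by -6.29 points in S2, -5.02 in G3, -9.37 in A7, and -5.22 in B2. This shift had the same direction in all 4 lines, and what they share of it cancels between same-numbered libraries. The difference between G3 and B2 in this X trend was 3.13 points (two-sided p = 0.0779 from a paired bootstrap over genes, n = 1525 X and 7744 autosomal genes), with -0.404 points in replicate 1 and 3.25 in replicate 2 when same-numbered libraries were compared.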

The most striking trend, which was consistent for all three *upSET* mutant cell lines, was upregulation of heterochromatin genes, as defined by the presence of H3K9me2 over the gene in wild-type S2 cells (Figure 6, D–F, third bar). 

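Of the 326 heterochromatin genes, 176 lay above the line and 150 below it in G3, or 54.0% above. The numbers were 211 above and 115 below in A7, or 64.7%, and 179 above and 147 below in B2, or 54.9%. Their share above the line was higher than that of autosomal euchromatin genes by 13.5 percentage points in G3 (95% bootstrap interval 7.61 to 19.0), 23.6 in A7 (18.0 to 28.8), and 11.3 in B2 (5.53 to 16.6), with p = 0.002 in each line from the bootstrap over genes (n = 326 and 7744 genes). The fit with the replicate block gave 12.6 points in G3, 23.5 in A7, and 12.1 in B2. With same-numbered libraries compared, the difference was 10.7 points in replicate 1 and 15.7 in replicate 2 of G3, 17.6 and 24.2 in A7, and 10.0 and 13.8 in B2. Replicate 2 against replicate 1 of the same line gave -2.02 points in S2, 1.92 in G3, 2.86 in A7, and 4.12 in B2, all smaller in size than the difference in any of the 6 pairs. The median log2FC of the heterochromatin genes was 0.08 in G3, 0.14 in A7, and 0.02 in B2. The size of the difference depended on the definition. With 0 Mb in place of 1 Mb next to the centromere (155 genes), it was 27.3 points in G3, 35.5 in A7, and 15.0 in B2. With 2 Mb (649 genes), it was 10.7, 19.1, and 10.4 points. The regions did not all move alike: of the 73 genes of centromere-proximal 3R, 28.8% lay above the line in G3, 30.1% in A7, and 41.1% in B2, while on chromosome 4, with 85 genes, 64.7%, 81.2%, and 63.5% did. When runs of 50 adjacent genes were resampled in place of single genes, an alternative chosen after the data were seen, p was 0.0619 in G3, 0.002 in A7, and 0.004 in B2. From its assays in flies and in cell culture, of which the rise of heterochromatin genes in the 3 mutant lines is 1, the paper concludes that the loss of UpSET affects the composition and function of heterochromatin in a consistent way. It proposes that disruption of an interaction between UpSET and the MSL complex may account for this in part. Given an earlier study of ovaries and female cells, and its finding that *upSET* is essential, it also proposes that UpSET has a broad role in the balance of active and silent marks in both sexes.

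**Figure D1:**
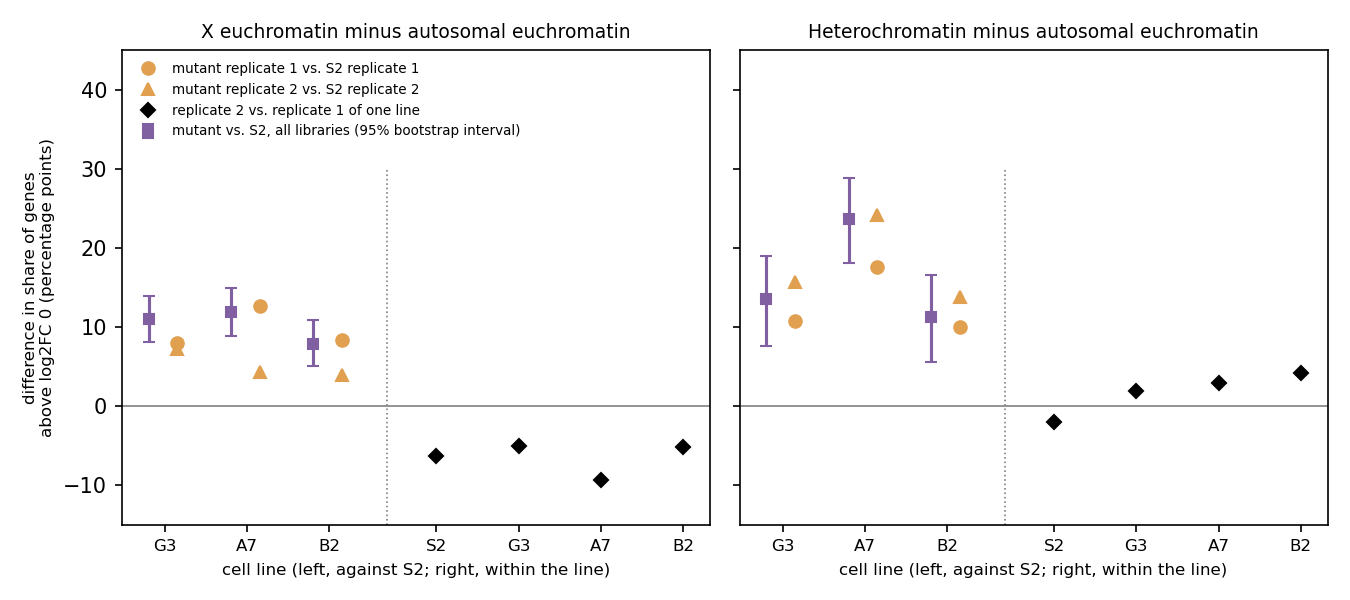
Difference in the share of genes above log2FC 0 (percentage points, y-axis) between X euchromatin or heterochromatin genes and autosomal euchromatin genes, by cell line (x-axis), with squares for the fit of all libraries against S2 and its 95% bootstrap interval, circles and triangles for same-numbered libraries, and diamonds for replicate 2 against replicate 1 of one line. The 4 diamonds lie between -2.02 and 4.12 points for heterochromatin, below every circle and triangle, and between -9.37 and -5.02 points for the X chromosome.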

While the fold change for individual genes generally was not statistically significant, taken as a whole, the distribution of the heterochromatin genes skewed toward increased expression in a statistically significant manner.

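Among the 326 heterochromatin genes, 11 differed from S2 in G3 at an adjusted p under 0.05 in edgeR without the replicate block, 9 of them higher and 2 lower. In A7, 7 heterochromatin genes differed, all of them higher, and in B2 0 did, with 37 at an unadjusted p under 0.05. These are 3.37% of the heterochromatin genes in G3 and 2.15% in A7, against 0.506% and 0.312% of the other tested genes (two-sided Fisher's exact test, p = 3.15e-06 in G3 and p = 0.000173 in A7). With the block, 40 heterochromatin genes differed in G3, 37 in A7, and 10 in B2, with 68 at an unadjusted p under 0.05 in B2. They made up 12.3%, 11.35%, and 3.07% of the heterochromatin genes, against 5.64%, 3.40%, and 0.334% of the other tested genes. Fisher's exact test gave p = 1.00e-05 in G3, p = 7.38e-10 in A7, and p = 7.72e-07 in B2. With and without the block, Fisher's test took genes as independent and counted overlapping genes separately. Its p-values are therefore too small where overlapping or adjacent genes changed together. No heterochromatin gene passed in all 3 lines without the block, and 6 did with it. Each of these 6 overlaps another of them, so they are not 6 separate loci. CG40178, chosen after its values were seen, lies on 3LHet from 1181140 to 1396860, and overlaps the listed genes mgn00301 and mgn00555. Together with CG34334, also chosen after its values were seen, whose adjusted p in B2 was the same 0.0808 in edgeR, it came closest. It had 270.0 ± 35.9 CPM in S2, 1614 ± 217 CPM in G3, 898.5 ± 84.3 CPM in A7, and 756.3 ± 40.8 CPM in B2 (SD, n = 2). The log2FC of CG40178 was 2.58 in G3 (standard error 0.16, adjusted p = 0.00148 from edgeR), 1.73 in A7 (standard error 0.16, adjusted p = 0.00952 from edgeR), and 1.48 in B2 (standard error 0.16, adjusted p = 0.0808 from edgeR, and 0.00431 with the block). Taken as a set against all other tested genes, the heterochromatin genes were shifted upward with p = 0.00182 in G3, p = 0.000443 in A7, and p = 0.00531 in B2 in limma's camera test (n = 326 genes), or 0.00545, 0.00266, and 0.0106 after Benjamini-Hochberg adjustment over the 6 camera tests of the 3 lines. With the block, these p-values were 0.0145 in G3, 0.00396 in A7, and 0.0308 in B2, and 0.0436, 0.0238, and 0.0615 after adjustment. The camera p-values do not allow for shifts of adjacent genes that are fixed in a line.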

**Figure 6:**
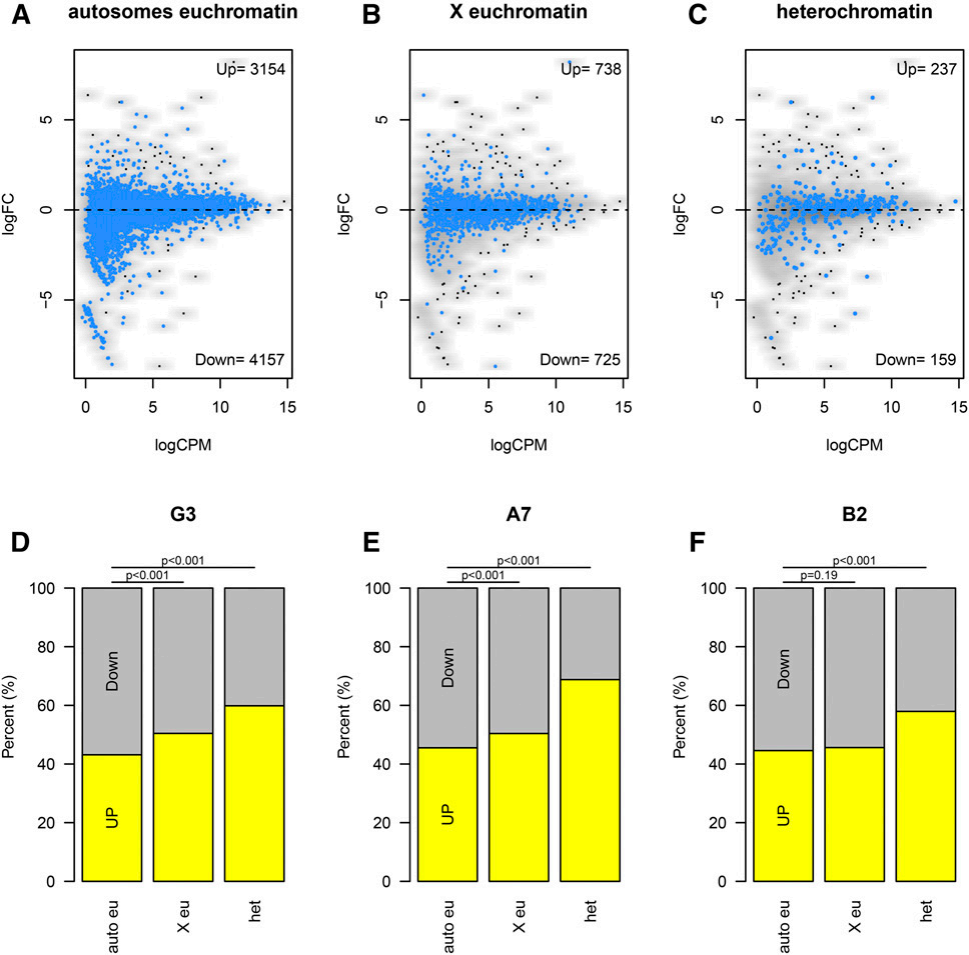
Increased transcription of heterochromatin and X-linked genes in *upSET* mutant cell lines. (A) Scatter plot showing fold-change for individual genes based on their nascent-RNA levels in the G3 *upSET* mutant cell line on the *y*-axis *vs.* wild type S2 expression level on the *x*-axis. Autosomal euchromatin genes are highlighted in blue against all other genes. Euchromatin or heterochromatin annotations were based on H3K9me2 levels in S2 cells. (B) As in (A), except with X chromosome euchromatin genes highlighted. (C) As in (A and B), except with heterochromatin genes highlighted. (D) Summary of (A–C) with number of genes falling above and below the zero-fold change line from the G3 *upSET* mutant cell line. The general trends of increased expression on the X chromosome and of heterochromatin genes are statistically significant (*P* < 0.001). (E) As in (D), except using data comparing the A7 *upSET* mutant cell line to S2 cells. The same general trends are observed as in (D). (F) As in (D and E), except using data comparing the B2 *upSET* mutant cell line to S2 cells. The same general trends are observed as in (D and E); however, upregulation of the X chromosome was not observed in the B2 line (*P* = 0.19).

In summary, we found that the loss of UpSET has a consistent effect on heterochromatin composition and function, based on multiple assays in flies and in cell culture. Since it has been proposed that MSL proteins play a role in activation of autosomal heterochromatin genes in males (Koya and Meller 2015), it is possible that the heterochromatin phenotype that we observe is due, at least in part, to disruption of a specific interaction between UpSET and the MSL complex. However, given the previous study showing derepression of silent genes and repetitive transposable elements in ovaries and female Kc cells (Rincon-Arano *et al.* 2012), along with our finding that UpSET is an essential gene, it is likely that UpSET plays a broad role in maintaining the balance between active and silent marks in both sexes.

## Discussion

Chromatin and gene expression are intimately linked at the molecular level. Proteins that create and maintain chromatin domains therefore are critical for transcriptional fidelity of gene expression programs. Here, we have further investigated one such chromatin protein, the SET-domain containing protein UpSET. Previous characterizations of this protein and its homologs SET3 in yeast, and MLL5 in mammals, have shown that it assembles into a complex with histone deacetylase activity (Pijnappel *et al.* 2001). Furthermore, the PHD finger of UpSET has been shown to interact with the histone post-translational modification H3K4me2/3 (Ali *et al.* 2013; Lemak *et al.* 2013), which results in recruitment of the HDAC complex to TSS-proximal locations. Once there, the HDAC complex restricts the spread of activating marks which prevents the improper activation of neighboring genes (Kim and Buratowski 2009; Kim *et al.* 2012; Rincon-Arano *et al.* 2012). Our results are largely compatible with this model, yet suggest that this role may be particularly important for the maintenance of the heterochromatin environment.

The original characterization of UpSET in *Drosophila* made use of a *P*-element insertion line, which left the coding region of the gene intact, and was described as homozygous viable with female sterility. Additionally, many of the experiments were performed in female cultured cells and in female tissues (Rincon-Arano *et al.* 2012). Interestingly, our laboratory independently discovered UpSET as one of the most enriched proteins in crosslinked MSL3 purifications. This led us to seek whether UpSET plays a role in dosage compensation, a male-specific process in *Drosophila*.

To our surprise, we found that precise deletion of the *upSET* locus was lethal in both males and females. That we were able to rescue this lethality with a tagged UpSET transgene suggests that it is due specifically to the loss of UpSET. Furthermore, it suggests that the previously utilized *P*-element allele may be hypomorphic, and still provide enough UpSET protein for viability, but then result in maternal effect lethality as characterized. Using our tagged allele, we determined the genomic localization of UpSET protein in mixed embryos, confirming, while also refining, the previous result for UpSET localization to active genes by Dam-ID (Rincon-Arano *et al.* 2012).

In parallel, we created S2 male cell lines that carried *upSET* mutations that introduce frameshifts to the UpSET open reading frame. The cell culture system proved invaluable for assessing the molecular impact of the loss of UpSET. We observed that loss of UpSET had a profound impact on the state of chromatin, which in broad strokes was consistent across all three cell lines. Consistent with a role related to deacetylation, we saw a modest increase in acetylated histone H4 in bulk histones, but the more striking change was that H3K9me2 levels in bulk histones were reduced in all three lines. In addition, our nascent-RNA-sequencing showed increases in transcription of genes embedded in heterochromatin regions in all three lines. These molecular findings were further supported by our analysis of *upSET*-deficient flies when we tested the impact of the heterozygous *upSET* deletion on the position effect variegation phenotype of the *w^m4^* allele. Our findings showed suppressed *white* variegation, suggesting a loss of heterochromatin stability allowing the *white* locus to become expressed more readily.

Interestingly, there has long been an, as yet unexplained, relationship between heterochromatin and the X chromosome in *Drosophila*. The X chromosome is observed to be less compact in polytene chromosome preparations, and its morphology is particularly sensitive to mutations in heterochromatin components such as Su(var)3–7, Su(var)3–9, and HP1a (Demakova *et al.* 2007; Spierer *et al.* 2008). Loss of these core heterochromatin factors leads to a swollen X chromosome (Demakova *et al.* 2007), whereas their overexpression can lead to enhanced compaction, as compared to changes in autosomes (Spierer *et al.* 2008). Furthermore, Jil-1 kinase, which is enriched ∼2-fold on the male X in an MSL-dependent manner, is thought to prevent the spread of heterochromatin by catalyzing the H3S10ph modification (Jin *et al.* 1999, 2000). Jil-1 has a complex interplay with heterochromatin components (Ebert *et al.* 2004; Deng *et al.* 2005, 2007), with evidence for roles in phosphorylation of Su(var)3–9 (Boeke *et al.* 2010), and for establishing a composite H3S10phK9me2 epigenetic mark (Wang *et al.* 2014). Indeed, using *Jil-1* mutant larvae, it has been observed that H3K9me2 spreads from pericentric heterochromatin into the euchromatic gene arms, with a marked increase on the X chromosome in both sexes (A. Plachetka, A. Alekseyenko, and M.I.K., modENCODE, unpublished observations). Intriguingly this spread appeared to skip over gene bodies, suggesting additional non-Jil-1 mechanisms exist for protecting genes from the spread of heterochromatin.

The unique function of UpSET in heterochromatin in *Drosophila* may make sense in terms of evolutionary history, since the mammalian homolog MLL5 has been implicated in establishing proper DNA methylation. Canonical (5-methylcytosine) DNA methylation is a repressed state found in higher eukaryotes, but is found at only very low levels in *Drosophila* (<1%) and is of uncertain significance in flies (Capuano *et al.* 2014; Takayama *et al.* 2014). However, the exact molecular role for MLL5 with respect to DNA methylation has not been elucidated (Yun *et al.* 2014). One can posit that this derived trait in mammals is an extension of the repressive role of SET3 in yeast, with UpSET functioning in an intermediate manner. This expanding alternative repressive role may explain how this family of atypical catalytically inactive SET-domain proteins has perdured through evolutionary time.

## Supplementary Material

Supplemental material is available online at www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.037788/-/DC1.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

# Supplementary material for: upSET, the Drosophila homologue of SET3, Is Required for Viability and the Proper Balance of Active and Repressive Chromatin Marks
**Source:** G3 (Bethesda). 2017 Jan 4;7(2):625–35. doi: 10.1534/g3.116.037788
**Supplement:** Supplementary file 1

## Slide 1
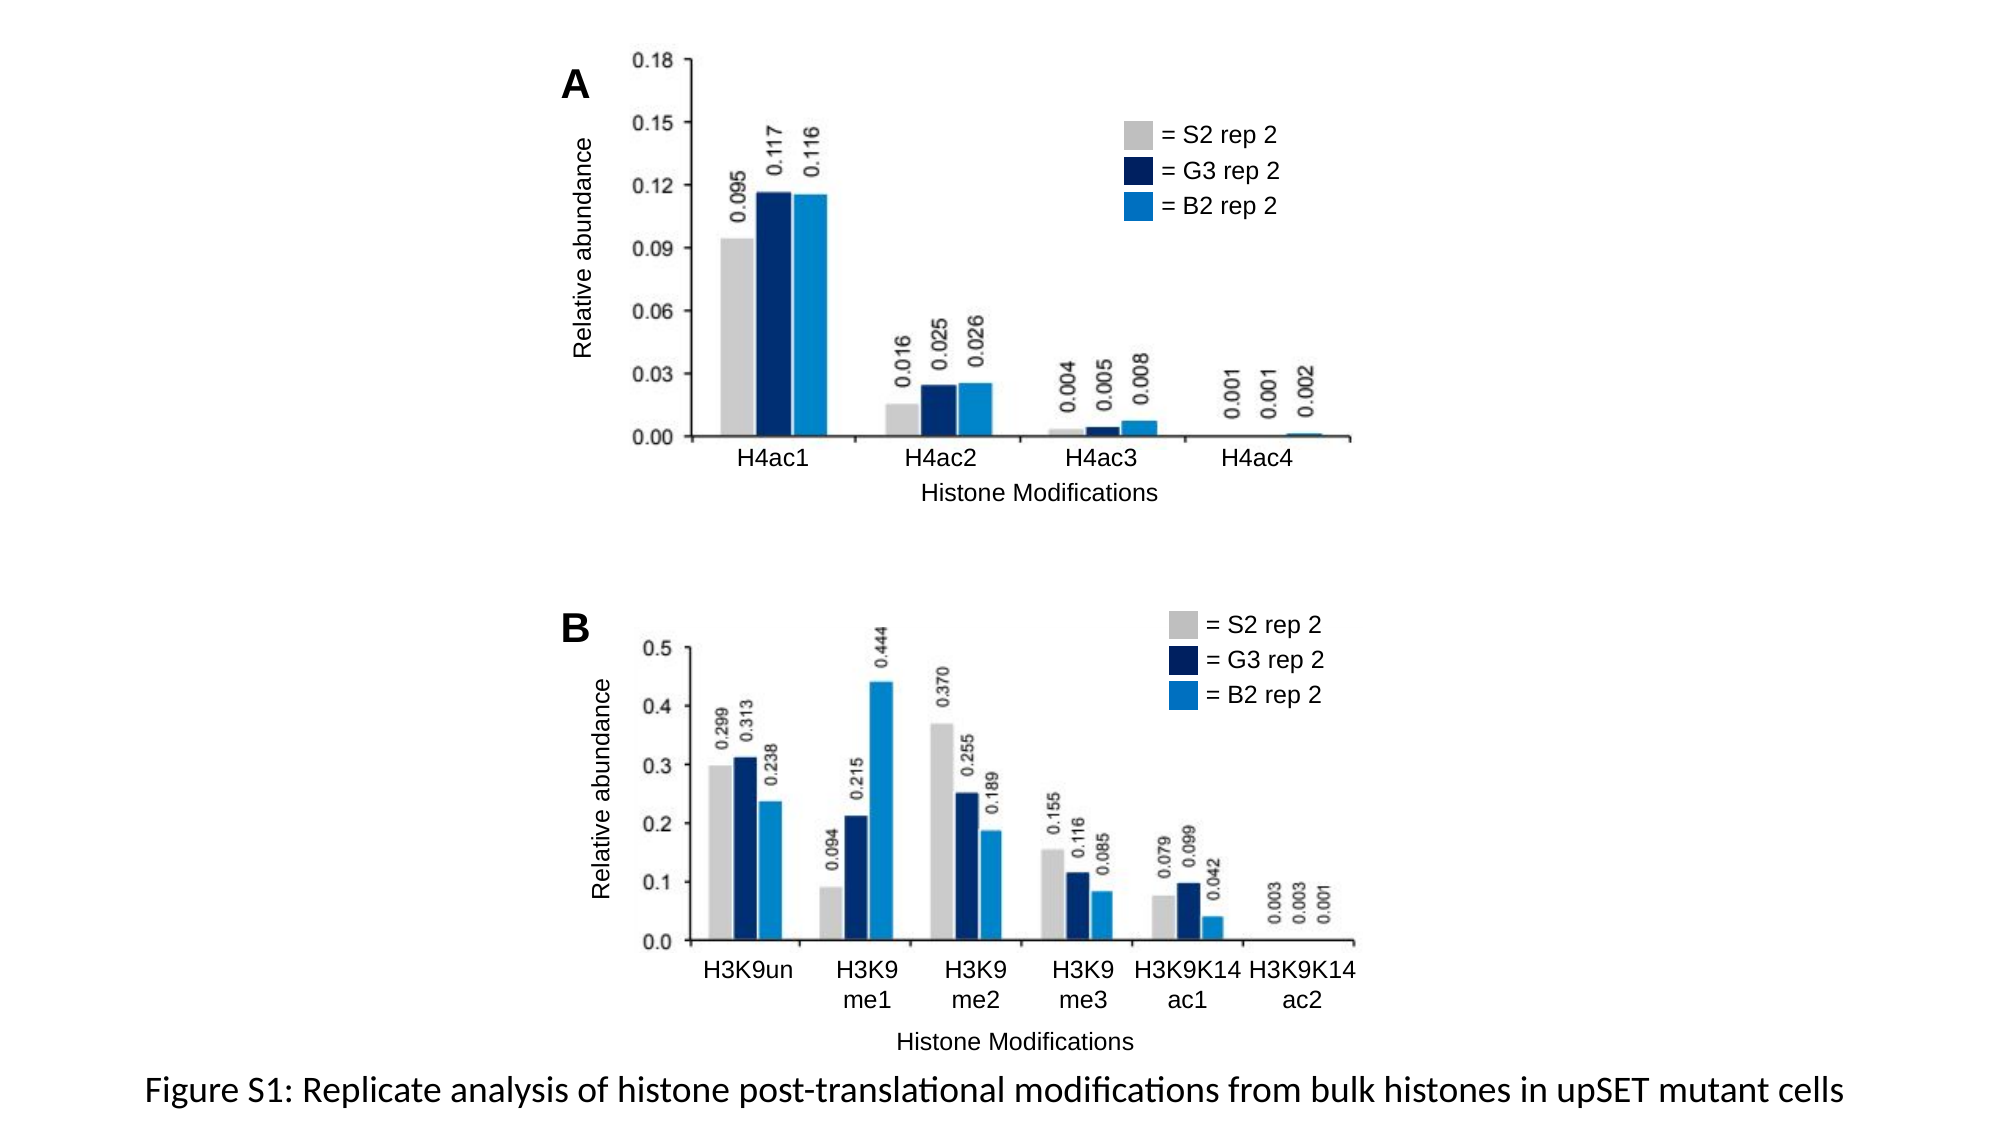

A
= S2 rep 2
= G3 rep 2
= B2 rep 2
Relative abundance
H4ac1
H4ac2
H4ac3
H4ac4
Histone Modifications
B
= S2 rep 2
= G3 rep 2
= B2 rep 2
Relative abundance
H3K9un
H3K9
me1
H3K9
me2
H3K9
me3
H3K9K14
ac1
H3K9K14
ac2
Histone Modifications
Figure S1: Replicate analysis of histone post-translational modifications from bulk histones in upSET mutant cells

# Supplementary material for: upSET, the Drosophila homologue of SET3, Is Required for Viability and the Proper Balance of Active and Repressive Chromatin Marks
**Source:** G3 (Bethesda). 2017 Jan 4;7(2):625–35. doi: 10.1534/g3.116.037788
**Supplement:** Supplementary file 2

## Slide 1
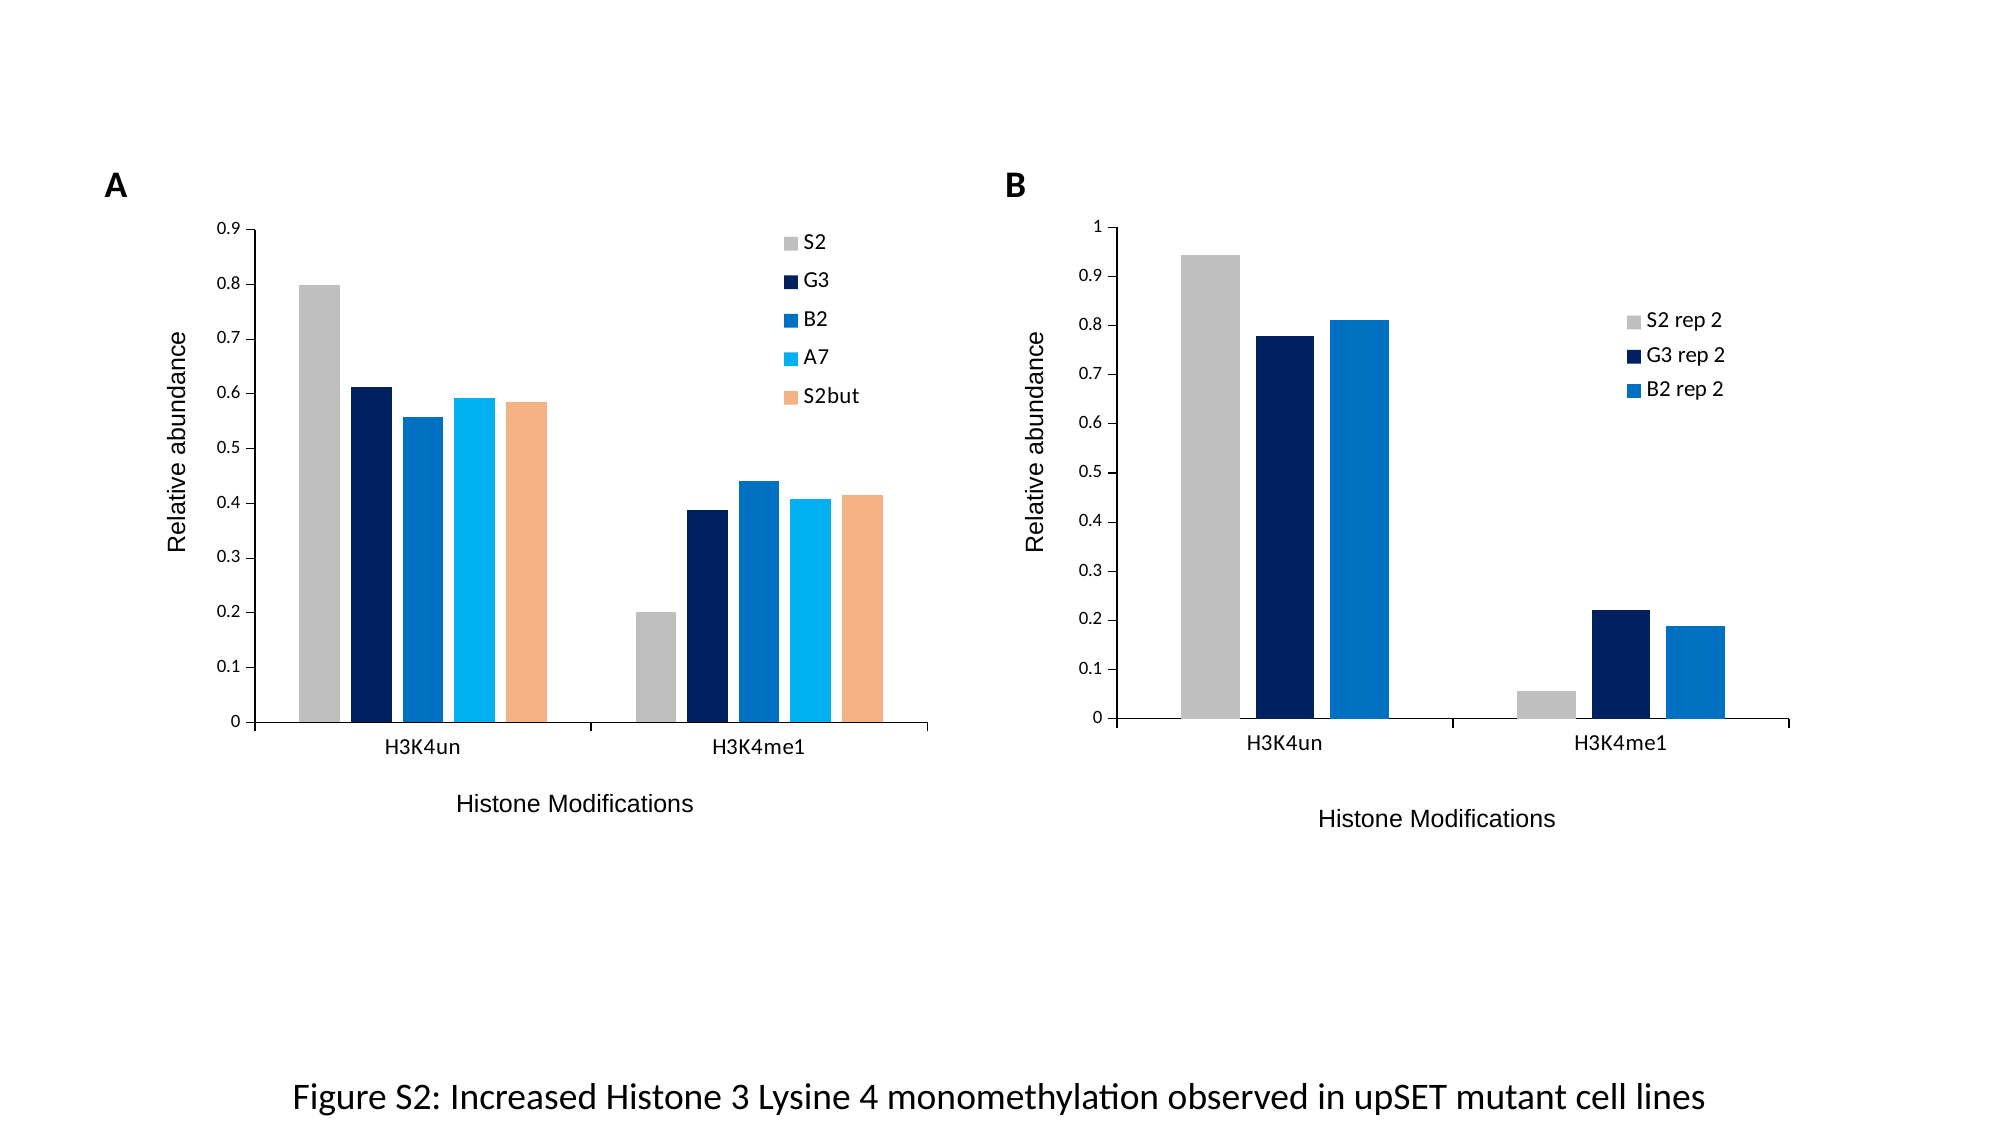

A
B
### Chart
| Category | S2 | G3 | B2 | A7 | S2but |
|---|---|---|---|---|---|
| H3K4un | 0.7989137170482523 | 0.6119982122025834 | 0.5583209535995751 | 0.5927601566143489 | 0.585329073557641 |
| H3K4me1 | 0.20108628295174769 | 0.3880017877974166 | 0.4416790464004249 | 0.4072398433856511 | 0.41467092644235903 |
### Chart
| Category | | | |
|---|---|---|---|
| H3K4un | 0.9433510098927474 | 0.779249885862278 | 0.8113273014007755 |
| H3K4me1 | 0.05664899010725255 | 0.22075011413772203 | 0.1886726985992245 |Relative abundance
Relative abundance
Histone Modifications
Histone Modifications
Figure S2: Increased Histone 3 Lysine 4 monomethylation observed in upSET mutant cell lines

# Supplementary material for: upSET, the Drosophila homologue of SET3, Is Required for Viability and the Proper Balance of Active and Repressive Chromatin Marks
**Source:** G3 (Bethesda). 2017 Jan 4;7(2):625–35. doi: 10.1534/g3.116.037788
**Supplement:** Supplementary file 3

## Slide 1
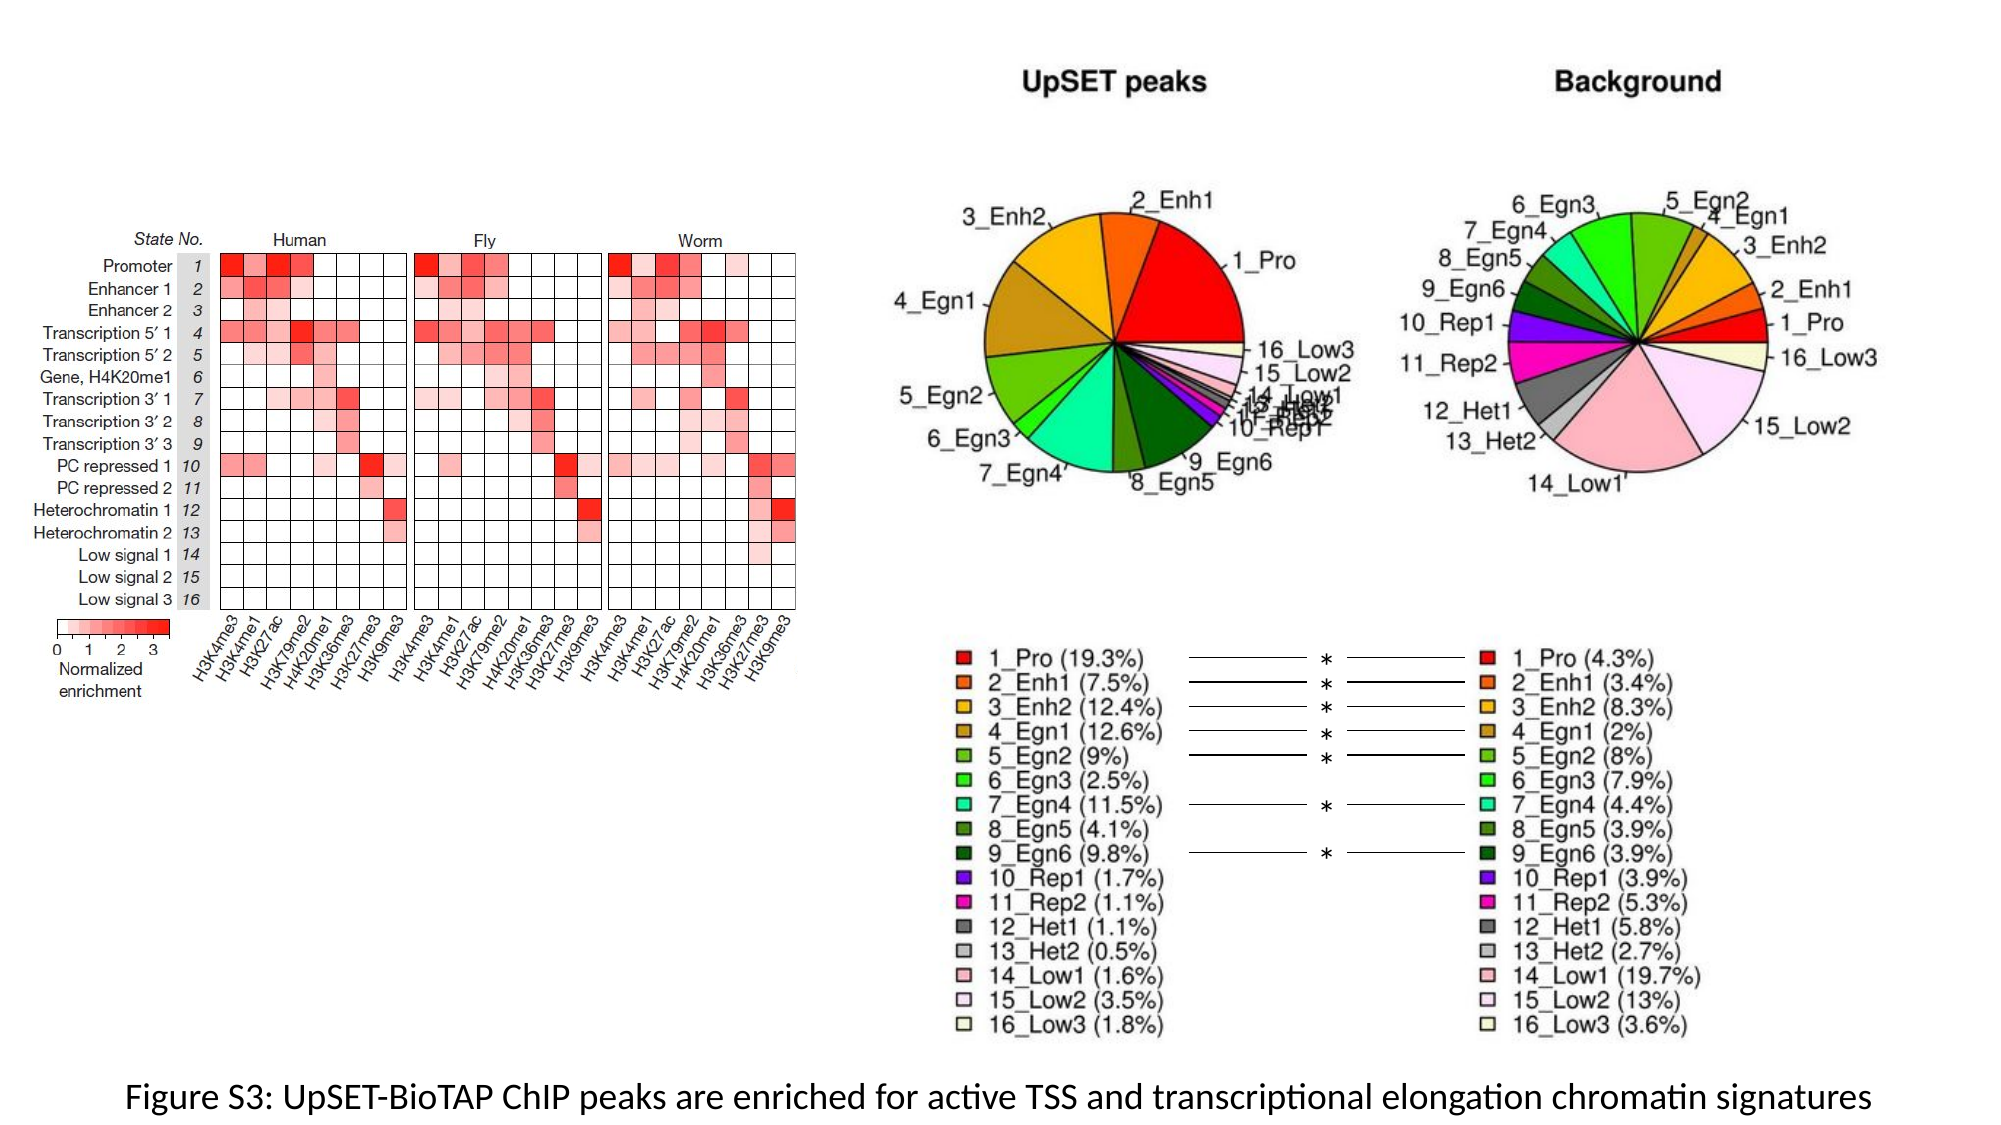

*
*
*
*
*
*
*
Figure S3: UpSET-BioTAP ChIP peaks are enriched for active TSS and transcriptional elongation chromatin signatures

# Supplementary material for: upSET, the Drosophila homologue of SET3, Is Required for Viability and the Proper Balance of Active and Repressive Chromatin Marks
**Source:** G3 (Bethesda). 2017 Jan 4;7(2):625–35. doi: 10.1534/g3.116.037788
**Supplement:** Supplementary file 4

## Slide 1
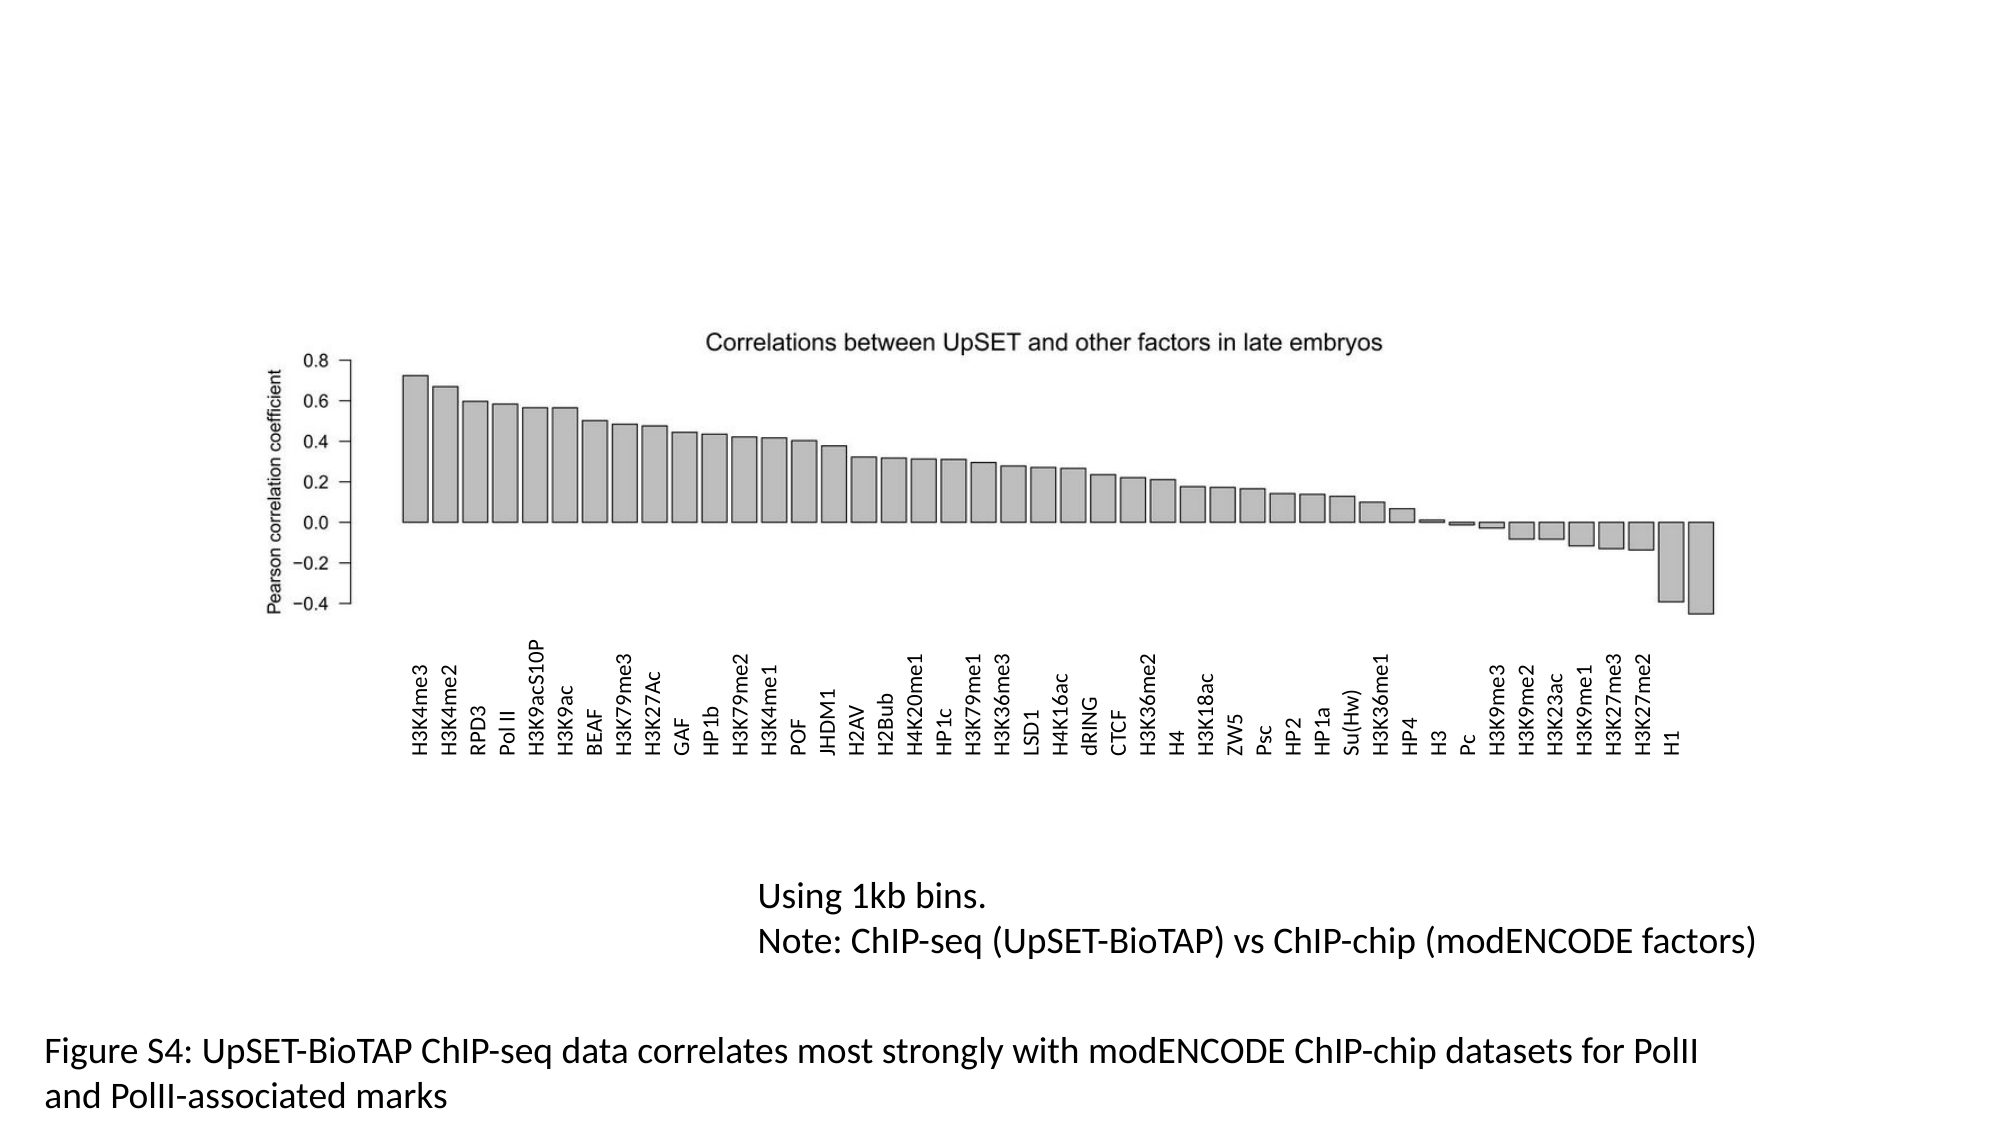

H3K4me3
H3K4me2
RPD3
Pol II
H3K9acS10P
H3K9ac
BEAF
H3K79me3
H3K27Ac
GAF
HP1b
H3K79me2
H3K4me1
POF
JHDM1
H2AV
H2Bub
H4K20me1
HP1c
H3K79me1
H3K36me3
LSD1
H4K16ac
dRING
CTCF
H3K36me2
H4
H3K18ac
ZW5
Psc
HP2
HP1a
Su(Hw)
H3K36me1
HP4
H3
Pc
H3K9me3
H3K9me2
H3K23ac
H3K9me1
H3K27me3
H3K27me2
H1
Using 1kb bins.
Note: ChIP-seq (UpSET-BioTAP) vs ChIP-chip (modENCODE factors)
Figure S4: UpSET-BioTAP ChIP-seq data correlates most strongly with modENCODE ChIP-chip datasets for PolII and PolII-associated marks

# Supplementary material for: upSET, the Drosophila homologue of SET3, Is Required for Viability and the Proper Balance of Active and Repressive Chromatin Marks
**Source:** G3 (Bethesda). 2017 Jan 4;7(2):625–35. doi: 10.1534/g3.116.037788
**Supplement:** Supplementary file 6

## Slide 1
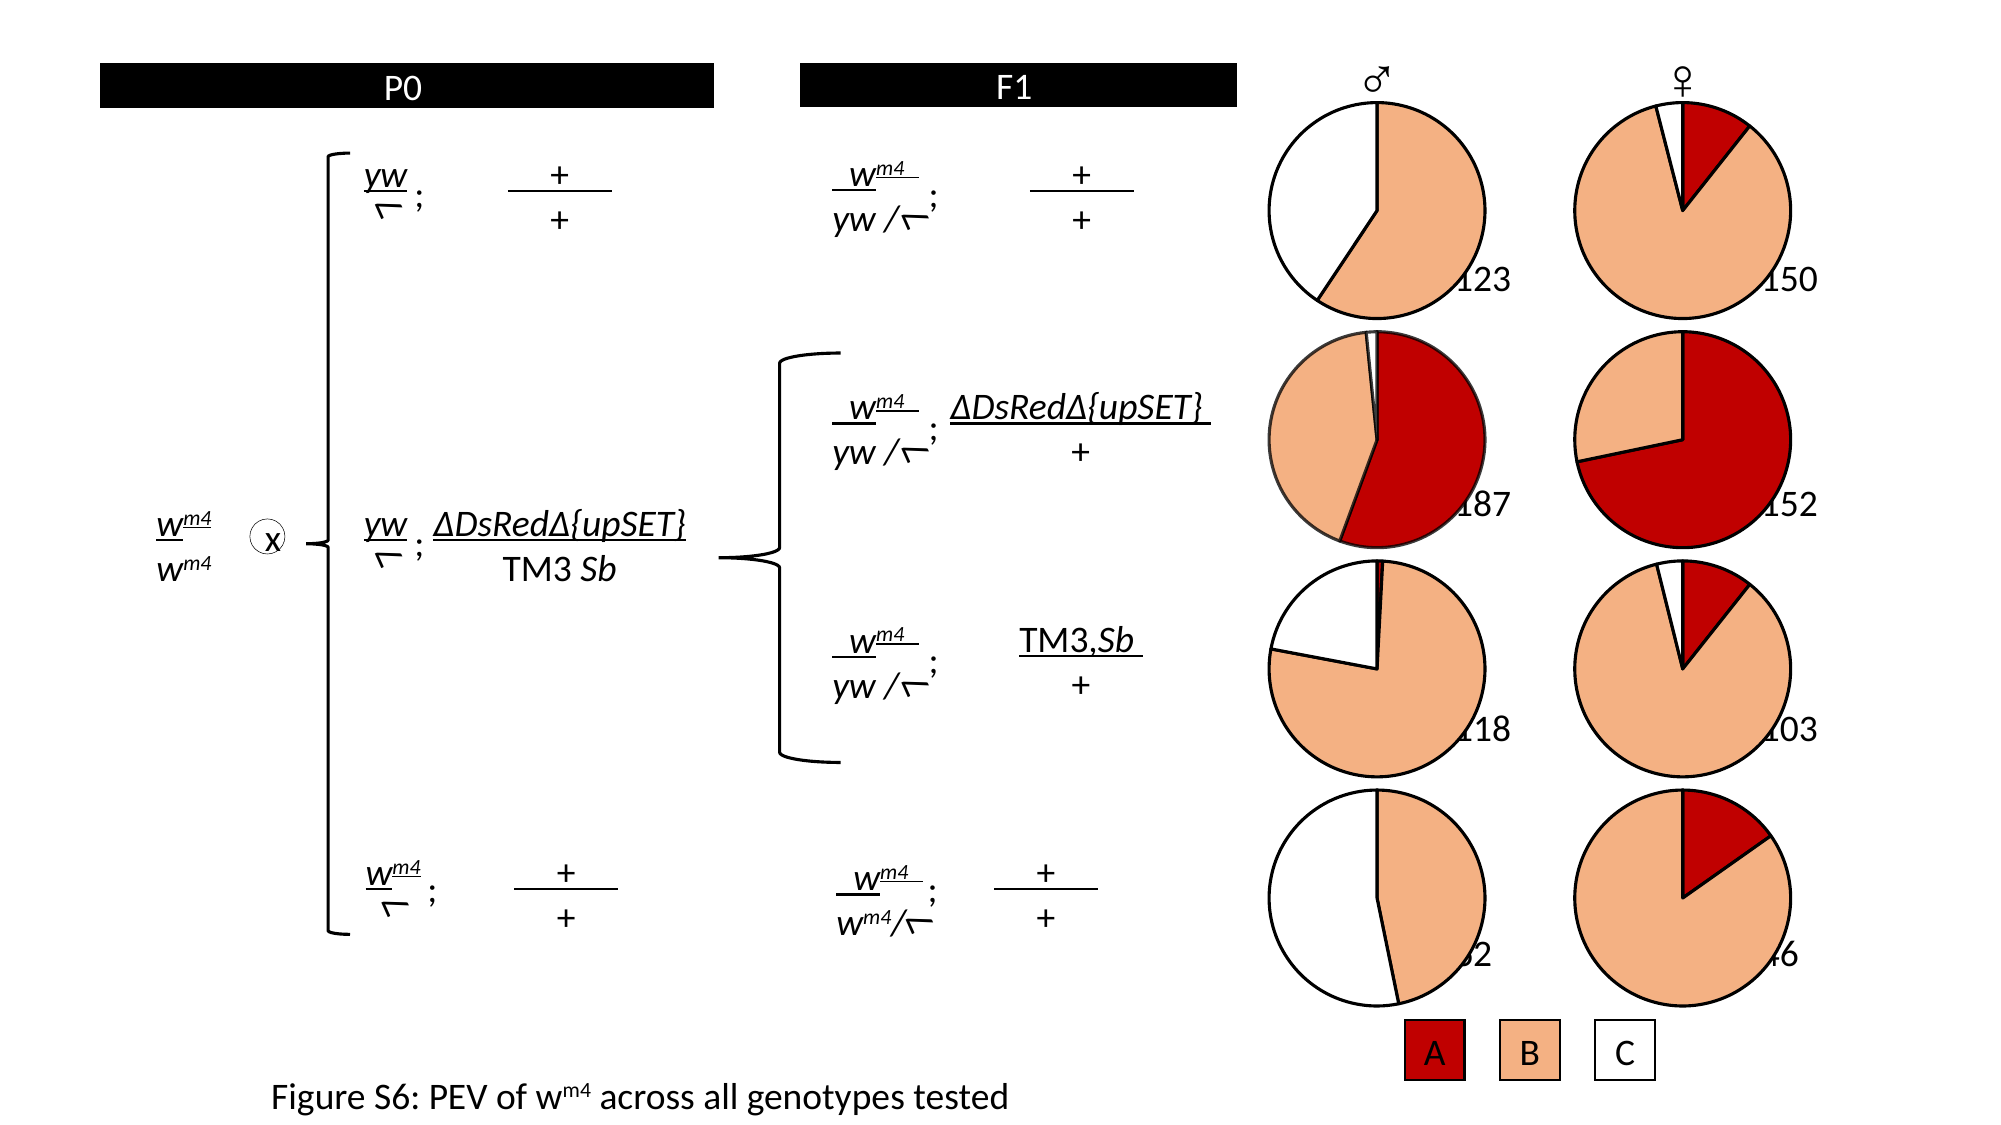

♂
♀
### Chart
| Category | |
|---|---|
### Chart
| Category | |
|---|---|
### Chart
| Category | |
|---|---|
### Chart
| Category | |
|---|---|
### Chart
| Category | |
|---|---|
### Chart
| Category | |
|---|---|
### Chart
| Category | |
|---|---|
### Chart
| Category | |
|---|---|P0
F1
 wm4
yw /
7
 +
+
;
yw
7
 +
+
;
123
187
118
62
150
152
103
46
 wm4
yw /
7
ΔDsRedΔ{upSET}
+
;
TM3,Sb
+
 wm4
yw /
7
;
wm4
wm4
yw
7
ΔDsRedΔ{upSET}
TM3 Sb
;
x
 +
+
wm4
7
;
 +
+
 wm4
wm4/
7
;
A
B
C
Figure S6: PEV of wm4 across all genotypes tested

# Supplementary material for: upSET, the Drosophila homologue of SET3, Is Required for Viability and the Proper Balance of Active and Repressive Chromatin Marks
**Source:** G3 (Bethesda). 2017 Jan 4;7(2):625–35. doi: 10.1534/g3.116.037788
**Supplement:** Supplementary file 7

**Table S1. *upSET* gRNA oligos and HRMA Primers**

| **Name** | **Sequence** | **Description** |
| --- | --- | --- |
| **Crispr_upSET_1F** | gttcgAACCGAGTCGTGACTGGACA | 3L:14000954..14000976 (-strand) CRISPR seq: AACCGAGTCGTGACTGGACATGG; remove NGG add BbsI cloning site fragments to generate oligos at left;  no off targets, efficiency score = 3.96; 4bp downstream from ATG |
| **Crispr_upSET_1R** | aaacTGTCCAGTCACGACTCGGTTc |  |
| **Crispr_upSET_3F** | gttcgAGGCGCGATGCCGTCTGATT | 3L:14010960..14010982 (+ strand) CRISPR seq: AGGCGCGATGCCGTCTGATTAGG; remove NGG add BbsI cloning site fragments to generate oligos at left;  no off targets, efficiency score = 7.71; at stop codon |
| **Crispr_upSET_3R** | aaacAATCAGACGGCATCGCGCCTc |  |
| **Crispr_upSET_5F** | gttcgTGGCCAGGCGCAGTAGTAAT | 3L:13995983..13996005 (+ strand) CRISPR seq: TGGCCAGGCGCAGTAGTAATAGG; remove NGG add BbsI cloning site fragments to generate oligos at left;  no off targets, efficiency score = 7.08; 5'UTR, ~5kb upstream of ATG |
| **Crispr_upSET_5R** | aaacATTACTACTGCGCCTGGCCAc |  |
| **Crispr_upSET_7F** | gttcgACAGCAGATCAGCCTACCGC | 3L:14002035..14002057 (+ strand) CRISPR seq: ACAGCAGATCAGCCTACCGCAGG; remove NGG add BbsI cloning site fragments to generate oligos at left;  no off targets, efficiency score = 6.55; exon 1, ~1kb downstream from start |
| **Crispr_upSET_7R** | aaacGCGGTAGGCTGATCTGCTGTc |  |
| **KAM187** | ccactgggagtttcagcttc | ~250bp left of Crispr_upSET_1 target; HRMA primer set step 1 |
| **KAM188** | gcgactgattgatcgactga | ~250bp right of Crispr_upSET_1; HRMA primer set step 1 |
| **KAM201** | gctgcacatgtttgatgataagc | ~250bp left of Crispr_upSET_3; HRMA primer set step 1 |
| **KAM202** | gtgcaagctcatactttatgcgc | ~250bp right of Crispr_upSET_3; HRMA primer set step 1 |
| **KAM203** | gcactcttcggcagtatggt | ~250bp left of Crispr_upSET_5; HRMA primer set step 1 |
| **KAM204** | cgtatggcacaagaagcaga | ~250bp right of Crispr_upSET_5; HRMA primer set step 1 |
| **KAM205** | ccttccctgtaaacacacgtc | ~50bp left of Crispr_upSET_1 target; HRMA primer set step 2 |
| **KAM206** | cgatgcgatttatgctgctgg | ~50bp right of Crispr_upSET_1; HRMA primer set step 2 |
| **KAM209** | ggtcatcgagcgattggg | ~50bp left of Crispr_upSET_3; HRMA primer set step 2 |
| **KAM210** | ggattgaaaggcattcaattaagac | ~50bp right of Crispr_upSET_3; HRMA primer set step 2 |
| **KAM211** | cgaataggcggaaaggcg | ~50bp left of Crispr_upSET_5; HRMA primer set step 2 |
| **KAM212** | gccctgcttcttcttcttgg | ~50bp right of Crispr_upSET_5; HRMA primer set step 2 |
| **KAM236** | cagcagcagcaactactacag | ~250bp left of Crispr_upSET_7 target; HRMA primer set step 1 |
| **KAM237** | ggttatcagtgaggagttcgc | ~250bp right of Crispr_upSET_7; HRMA primer set step 1 |
| **KAM250** | caatggtcaccacgtcgac | ~50bp left of Crispr_upSET_7 target; HRMA primer set step 2 |
| **KAM251** | gagactgctgcagaagatatcc | ~50bp right of Crispr_upSET_7; HRMA primer set step 2 |

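The table gives, for each guide RNA, the pair of oligonucleotides that were annealed and cloned into the expression plasmid, and the genomic target that the guide RNA directs Cas9 to cut. Each of the 4 targets is 23 bp long, made up of the sequence matched by the guide RNA and the NGG motif (PAM) that Cas9 needs, which is left out of the oligonucleotides. The table names no genome assembly, but all 4 targets lie within the extent of *upSET* (CG9007) in dm3, on 3L from 13995223 to 14013251, a length of 18029 bp. Target 5, TGGCCAGGCGCAGTAGTAATAGG, lies from 13995983 to 13996005, its start 760 bp after the start of the gene. Target 1, AACCGAGTCGTGACTGGACATGG, lies on the minus strand from 14000954 to 14000976, its start 5731 bp after that of the gene, and is the site of the lesions in clones G3 and A7. Target 7, ACAGCAGATCAGCCTACCGCAGG, lies from 14002035 to 14002057, its start 6812 bp after that of the gene, and is the site of the lesion in clone B2. Target 3, AGGCGCGATGCCGTCTGATTAGG, at the stop codon according to the table, lies from 14010960 to 14010982, its end 2269 bp before the end of the gene.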

Oligonucleotide pairs for cloning of *upSET*-targeted gRNA constructs into pL018 and a description of the CRISPR sequence location are listed. Primers used for HRMA assays to identify potential mutant cell lines and subsequent sequence verification of mutations are also listed. All sequences are written from 5’ to 3’.

# Supplementary material for: upSET, the Drosophila homologue of SET3, Is Required for Viability and the Proper Balance of Active and Repressive Chromatin Marks
**Source:** G3 (Bethesda). 2017 Jan 4;7(2):625–35. doi: 10.1534/g3.116.037788
**Supplement:** Supplementary file 8

**Supplemental Figure Legends**

Figure S1: Replicate analysis of histone post-translational modifications from bulk histones in upSET mutant cells

1. Relative quantification (1.0 = 100%) of H4K5K8K12K16 mono-, di-, tri-, and tetra-acetyl patterns in *upSET* mutant cell lines (G3 and B2) and the parental S2 line. Trends observed with these replicates are the same as in Figure 2.
2. Relative quantification (1.0 = 100%) of H3K9K14 PTM patterns in *upSET* mutant cell lines (G3 and B2) and the parental S2 line. The H3K9me2/me3 marks are depleted from *upSET* mutant S2 cells, suggestive of an effect on heterochromatin. Trends observed with these replicates are the same as in Figure 2.

Figure S2: Increased Histone 3 Lysine 4 monomethylation observed in upSET mutant cell lines

1. Relative quantification (1.0 = 100%) of H3K4 monomethylation in *upSET* mutant cell lines (G3, B2, and A7), butyrate treated cells (S2but), and the parental S2 line. The biochemical properties of H3K4me2/me3 make these marks impossible to quantify under these experimental conditions.
2. Replicate analysis of H3K4 monomethylation in *upSET* mutant cell lines (G3 and B2) and the parental S2 line. The same general trend of increased H3K4me1 in *upSET* mutant cells is observed as in (A).

Figure S3: UpSET-BioTAP ChIP peaks are enriched for active TSS and transcriptional elongation chromatin signatures

Ho et al (2014) used eight histone post-translational modifications across three species and machine learning to identify 16 different classes of chromatin signatures (left panel). UpSET-BioTAP peaks largely fall into the active signatures, with the highest enrichment of promoter regions (state 1). UpSET-BioTAP peaks also enrich for enhancer and transcription signatures (states 2, 3, 4, 5, 7, and 9) as compared to the genome-wide background (*p<0.001, permutation test). Shorthand used in the right panel are as follows: Pro = Promoter, Enh = Enhancer, Egn = Expressed Gene, Rep = Polycomb Group Repressed, Het = Heterochromatin, Low = Low signal. Figure S3 is related to Figure 4.

Figure S4: UpSET-BioTAP ChIP-seq data correlate most strongly with modENCODE ChIP-chip datasets for PolII and PolII-associated marks

Pearson correlation coefficients were calculated for the pairwise comparison of the UpSET-BioTAP ChIP-seq with a number of ChIP-chip profiles for chromosomal proteins generated by the modENCODE project using 1kb windows. The highest degrees of correlation were found with proteins and histone PTMs associated with active genes, such as RNA polymerase II, H3K4me3, and H3K4me2. It should be noted that the difference in platform (UpSET-BioTAP Chip-seq vs ChIP-chip for modENCODE factors) may artificially depress the Pearson correlation coefficient values. Figure S4 is related to Figure 4.

Figure S5: UpSET-BioTAP does not preferentially bind genes on the X chromosome

Metagene profile from mixed male and female UpSET-BioTAP-expressing transgenic embryos comparing the pattern of UpSET-BioTAP across the gene bodies (scaling as in Figure 4B) of genes on the X versus the Autosomes. No major differential pattern is detected from the UpSET-BioTAP ChIP-seq from mixed embryos.

Figure S6: Position effect variegation of *w^m4^* for all genotypes tested

Females of the genotype *w^m4^*/*w^m4^* were crossed to males of three different genotypes as indicated in the P_0_ generation. The *yw* cross is the control cross; the *w^m4^* data is from the stock and is listed for reference. F_1_ progeny were sorted based on sex and presence of balancer chromosome markers. After three days, flies were scored for their eye phenotype into 3 class (see Figure 5B). The indicated total number of progeny scored per genotype accompany the pie chart. Pairwise comparisons using the Chi-squared test indicate that the control cross is not statistically different than the distribution of PEV naturally occurring in the *w^m4^* stock (p=0.10, p=0.29, for males and females, respectively). Heterozygous loss of *upSET* does result in suppressed variegation as compared to the control cross (Chi-squared, p=7e-31, p=3e-26, for males and females, respectively). Figure S6 is related to Figure 5.

**Supplemental References**

Ho, J. W., Y. L. Jung, T. Liu, B. H. Alver, S. Lee *et al.*, 2014 Comparative analysis of metazoan chromatin organization. Nature 512: 449-452.

How the deposited data were processed for this re-analysis (not part of the article)

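The data are nascent-RNA-sequencing libraries of the parental S2 line and of the *upSET* mutant lines G3, A7, and B2, with 2 libraries per line and 8 in all. The authors trimmed the adaptors, aligned the reads to the dm3 assembly, kept the reads that aligned to a single place, and separated them into sense and antisense reads of each gene. They deposited the number of reads counted on each of 15998 genes, as sense counts and as antisense counts, without normalization and without pooling replicates. The counts are whole numbers, and both strands list the same 15998 genes with a chromosome arm, a start, and an end. The paper's text does not name the program that counted the reads, nor whether introns were counted. Replicate numbers come from the sample labels, and the second series of libraries, which the column names of the files number differently, was taken as replicate 2. Sense counts per library lay between 8333319 and 10902304 in replicate 1, with a median of 9602061, and between 4738785 and 5427807 in replicate 2, with a median of 5083765. The gene with the most sense counts was *Ten-m* in each library, with between 2.26% and 3.25% of them. A gene with 3 counts has between 0.275 and 0.633 CPM, and this limit covers counting error only.

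Sense counts were analyzed in R 4.3.3 with edgeR 4.0.16 after TMM normalization, whose factors lay between 0.949 and 1.065. Genes with a CPM of at least 1 in at least 2 of the 8 libraries were tested, which left 9612 genes. One quasi-likelihood model with a coefficient for each cell line was fitted to all 8 libraries, and each mutant line was compared with S2. The p-values were adjusted by the Benjamini-Hochberg method and genes with an adjusted p under 0.05 were called changed. The paper names edgeR, TMM, and a bootstrap with 1000 resamples, but its text does not name the edgeR test, the filter, or the libraries in a fit, so these were chosen here. The main model has no replicate block, a choice made before the data were examined, and the model with the replicate number as a block was planned as an alternative. Pearson's r of log2 CPM was between 0.941 and 0.973 for the 2 libraries of a line and between 0.963 and 0.980 for same-numbered libraries of different lines. The common dispersion was 0.0657 without the block and 0.0143 with it. For comparison, both fits are given at most of the claims.

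The fits were tested on simulated data with the dispersion and depth of these libraries, in which 200 of 9612 genes were changed. These data were drawn once from the fit with the block, with the same replicate effect in all lines. Only genes with ample counts were changed, so the values below are not general rates. The fit without the block recovered 51.5% of them with 0 false calls, and the fit with the block recovered 95.0%, with 11.2% of its calls false. DESeq2 recovered 74.0%, edgeR's exact test 69.5%, and a fit of the 2 lines alone 33.5%. The tests on groups of genes were tested on 20 simulated data sets without a shift of the heterochromatin genes. The bootstrap over genes gave a p under 0.05 in 1 of the 20, camera in 0, and the lists matched on expression in 2. With a shift of 0.2 on the log2 scale, each of these tests gave a p under 0.05 in 20 of the 20 data sets. The simulated genes were drawn independently of each other, whereas adjacent genes moved together in the real data. These simulations therefore do not show how often the tests give false results under such shared shifts.

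Genes were grouped by the midpoint of their extent in dm3. Heterochromatin held the heterochromatic arms of the assembly, chromosome 4, and the 1 Mb of 2L, 2R, 3L, 3R, and X next to the centromere; the rest of 2L, 2R, 3L, and 3R was autosomal euchromatin and the rest of X was X euchromatin. The H3K9me2 boundaries of the earlier study that the paper cites were not used here, since the paper does not print them. The 17 tested genes on U and Uextra were left out of the groups. For each group, the share of genes with a log2FC above 0 was compared with that of autosomal euchromatin genes by resampling genes 1000 times within each group, with a two-sided p whose smallest value is 0.002. The groups were also tested with camera of limma 3.58.1, with the correlation between genes estimated from the spread between libraries of the same line. Random lists of autosomal euchromatin genes, 10000 per group, were matched on expression or on expression and gene length.

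The genes named at the claims follow a rule set before the data were examined: *upSET*, the genes of the MSL complex and of heterochromatin that the paper names, the genes changed most among those called in all 3 lines, and the heterochromatin genes called in all 3 lines. Any other gene is said to have been chosen after its values were seen. The alternatives were DESeq2 1.42.0 with its own size factors, normalization by library size alone, the replicate block, a fit of the 2 lines compared, edgeR's exact test, other filters, leaving out each replicate in turn, sense plus antisense counts, antisense counts, the autosomal median in place of a log2FC of 0, Fisher's exact test, matched lists, other definitions of heterochromatin, and a preset correlation between genes of 0.01 for camera. With 2 libraries per line, splits of the libraries into other groups were not made. The ChIP sequencing of UpSET-BioTAP embryos was not analyzed here. No genome sequence was used, so GC content was not checked, and the copy number of genes was not measured.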

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

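The tests for a library exchanged between lines, the test of overlapping genes that changed in the same direction, the test of *roX1* in each library, and the test that left out single regions for the difference between A7 and G3 were chosen after the result was seen; the other tests in this part were written down before their result was seen.

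The antisense counts, which the paper does not report on, also differed from S2. Of the 12610 genes tested, the antisense counts of 56 genes differed in G3 (25 higher and 31 lower), of 37 in A7 (25 higher and 12 lower), and of 8 in B2 (6 higher and 2 lower), at an adjusted p under 0.05 in edgeR. With the replicate block, 246 genes did in G3 (137 higher and 109 lower), 263 in A7 (144 higher and 119 lower), and 191 in B2 (59 higher and 132 lower). In G3 and B2, whether more genes were higher or lower therefore depended on the block. Reads of an overlapping gene on the other strand are a possible source. The genes are listed without a strand, so the tests took overlap from position alone and may include genes on the same strand. Of the 77 genes concerned, 46.75% overlap another listed gene, against 48.6% of all genes tested, but this pooled share cannot rule the source out. Of the 101 changes over the 3 lines, 48 were in genes that overlap a listed gene, and for 17 of these 48, or 35.4%, the sense counts of an overlapping gene changed in the same line and direction. This was so for 0.338% of the other overlapping genes tested (two-sided Fisher's exact test, p = 3.46e-29, with genes and lines taken as independent). With the replicate block for the sense counts, it was so for 33 of the 48, or 68.75%, against 2.697%. Sense reads of overlapping genes may therefore account for part of the antisense changes. The other 53 changes were in genes that overlap no listed gene. Antisense reads made from the gene's own sense reads during library preparation would follow the sense counts. The sense counts changed in the same direction in 4 of the 101 changes, or 3.96%, and in 17, or 16.8%, with the replicate block, while 22 of the 101 were in genes whose sense counts were too low to be tested. Genes that the files do not list and GC content were not tested, so the remaining changes cannot be told apart from these, and no biological explanation was tested.

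*roX1* had a log2FC of 8.12 in G3, which the paper does not report, and differed between G3 and B2 by 6.99 on the log2 scale (adjusted p = 0.0153 from edgeR, and 0.000539 with the replicate block). All 4 libraries of G3 and A7 had more *roX1* CPM than both S2 libraries, so a few misassigned reads in 1 library are not the source. A gain of the region was tested on the 20 nearest tested genes, whose median log2FC was -0.23 in G3, so these genes did not rise with it. *roX1* encodes a noncoding RNA of the MSL complex. The rise may follow from the *upSET* lesions or from a difference between clones, and with 1 clone per lesion the median of -0.23 does not tell these apart. The difference in *roX1* between G3 and A7, 4.12 on the log2 scale, had an adjusted p of 0.0632 in edgeR without the block and 0.00479 with it.

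Direct comparisons between the mutant lines found 20 genes that differed between G3 and A7, 23 between G3 and B2, and 28 between A7 and B2, at an adjusted p under 0.05 in edgeR, with 287, 370, and 375 with the replicate block. Low counts were tested as a source, and 25.0% of the 20 genes that differed between G3 and A7 had a mean under 10 CPM. An exchange of libraries between lines was tested by the correlation of each library's deviations across genes. Libraries were compared only with those of the other replicate number. Among these, the nearest was the other library of the same line for 7 of the 8 libraries. The exception was replicate 2 of S2, with r of 0.251 to replicate 1 of B2 and 0.228 to replicate 1 of S2. An exchange between S2 and B2 would also bring replicate 1 of S2 close to replicate 2 of B2, but their r was 0.0313, against 0.41 between the 2 libraries of B2, which goes against it. Each lesion is represented by 1 clone, so differences between lesions and between clones cannot be separated either.

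The heterochromatin share above a log2FC of 0, relative to autosomal euchromatin, was higher in A7 than in G3 by 10.2 points and than in B2 by 12.4 points, each with a p of 0.002 from a paired bootstrap over genes and 0.00599 after Benjamini-Hochberg adjustment over 6 comparisons. Both same-numbered pairs had this direction, with 6.87 and 8.44 points against G3 and 7.55 and 10.3 against B2. Expression level was tested with matched autosomal lists, and 0% of the 10000 lists reached the difference between A7 and G3. One region was tested by leaving out each of the 7 regions. Without centromere-proximal 2L, the difference fell to 4.91 points with a p of 0.0559, so the difference between A7 and G3 cannot be told apart from a change of that region in 1 line. The X share was higher in A7 than in B2 by 4.08 points (a p of 0.0120, and 0.0240 after adjustment), with 4.28 and 0.354 points in the 2 pairs. The 2 pairs differ by nearly as much as the lines do, so this difference cannot be told apart from the spread between libraries.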

How the results depend on the processing

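The bootstrap over runs of 50 adjacent genes was chosen after seeing the data, and the other alternatives, like the tests at the claims, were set before the data were examined. The cause was not tested for any change given here, except where a value is given for it.

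The share of genes above a log2FC of 0 was higher for heterochromatin than for autosomal euchromatin genes under every alternative that gave a p, by 7.84 to 27.3 points in G3, 10.1 to 35.5 in A7, and 4.33 to 17.0 in B2. The bootstrap stayed past its threshold except in 2 cases. With antisense counts, the difference in B2 was 4.33 points with a p of 0.0779. With runs of 50 adjacent genes, the difference of 13.5 points in G3 had a 95% interval of -0.235 to 29.1 and a p of 0.0619, with 13 runs of heterochromatin genes against 158 of autosomal genes. The X chromosome's share was higher under every such alternative too, by 5.99 to 11.1 points in G3, 9.96 to 12.75 in A7, and 3.88 to 9.95 in B2, and past the threshold in each. Fits that each left out 1 library gave no p-value, since 1 line then has 1 library. Across the 4 such fits of each line, the heterochromatin difference ran from 7.49 to 16.3 points in G3, 13.5 to 22.7 in A7, and 6.65 to 12.9 in B2, and the X difference from 5.85 to 10.76 in G3, 4.86 to 13.5 in A7, and 1.11 to 10.76 in B2.

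The number of changed genes depended on the test. With the replicate block, 564, 353, and 41 genes differed from S2 in G3, A7, and B2, among them 40, 37, and 10 heterochromatin genes, and 13 were shared by all 3 lines. DESeq2 gave 195, 162, and 38, with 22, 20, and 10 in heterochromatin and 13 shared. The exact test of edgeR gave 147, 159, and 36, with 13 heterochromatin genes in A7, 9 in B2, and 11 shared genes. Without a filter, the numbers were 171, 156, and 32, with 17 heterochromatin genes in A7, 10 in B2, and 12 shared genes. A fit of the 2 lines compared gave 15, 12, and 0, with 4 heterochromatin genes in G3, 2 in A7, and 0 shared, and in B2 229 genes had an unadjusted p under 0.05. Normalization by library size alone gave 0 genes in B2, with 337 at an unadjusted p under 0.05, and so 0 shared. This scaling moved the median log2FC of all tested genes in G3 from -0.06 to -0.18. Sense plus antisense counts gave 20 genes in A7 and 1 heterochromatin gene in B2. Of the genes called without the block, DESeq2 kept 57 of 58 in G3, 36 of 36 in A7, and 1 of 1 in B2, and the block kept all of them. The split also moved: 69.7% of the genes called in G3 rose with DESeq2, against 56.9% without it. With heterochromatin defined by 0 Mb next to the centromere, 5 of its genes differed in G3 and 3 in A7. For 0.5 Mb, 7 differed in G3, and for 2 Mb 17 differed in G3, 12 in A7, and 1 in B2.

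The camera test of heterochromatin genes did not pass with library size alone, with a p of 0.117 in G3, 0.0520 in A7, and 0.184 in B2. It did not pass without a filter in B2, at 0.0580, nor with antisense counts, at 0.528 in G3, 0.313 in A7, and 0.375 in B2. Over all alternatives, its p ran from 7.54e-05 to 0.528 in G3, 6.29e-08 to 0.313 in A7, and 0.00123 to 0.375 in B2. For X euchromatin genes, camera did not pass under any alternative, with p from 0.143 to 0.653 over the 3 lines.

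The difference between G3 and B2 in the X trend, 3.13 points with a p of 0.0779, changed direction with a CPM of at least 10, to -0.0846 points. It passed the threshold with library size alone (5.296 points, a p of 0.002), with sense plus antisense counts (3.33 points, 0.0340), and with lists matched on expression (3.53 points, 0.00720) or on expression and length (2.99 points, 0.0148). Its p ran from 0.002 to 0.975 over the alternatives, and its value from -0.879 to 9.83 points across the 6 fits that each left out 1 library. DESeq2 was not used for camera, nor Fisher's exact test for this difference.

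On sense plus antisense counts, the log2FC of *AGO3* was 0.46 in G3, 0.90 in A7, and -0.084 in B2, with adjusted p-values of 0.299, 0.0916, and 1.000 in edgeR, against 2.67, 3.69, and 1.84 on sense counts. The fit of the 2 lines compared did not call *AGO3* in G3 or A7 either, with adjusted p-values of 0.183 and 0.126. The values for single genes, *AGO3* included, and for the shares of single groups were sorted by how they changed under the alternatives. Of these, 253 kept their direction and side of the threshold or stayed within the spread between replicates. A further 8 were weaker, 13 were stronger, 1 was reversed, and 85 moved by more than that spread. The reversed one was *AGO3* in B2 on sense plus antisense counts. The weaker ones were the 4 of *AGO3* in G3 and A7 above, *del* in B2 with library size alone, with the fit of the 2 lines compared, and with sense plus antisense counts (adjusted p of 0.0686, 0.244, and 0.0689 in edgeR), and CG40178 in A7 with the fit of the 2 lines compared (0.0723). The simulated counts had the same size and depth and were drawn once from the fit with the block. On them, the fit without the block recovered 103 of 200 changes with 0 false calls, DESeq2 148 with 0, and the fit with the block 190 with 24. A low count of changed genes therefore depends on the choice of fit as well.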

Differences from the paper's values

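For the higher share of X euchromatin genes above a log2FC of 0 in B2, the paper's p is 0.19 (Figure 6F), and the bootstrap over genes gave a p of 0.00200 here, the smallest that 1000 resamples can give. None of the alternatives set before the data were examined that gave a p for this difference closed the gap. The p was 0.00599 with normalization by library size alone, 2.37e-08 with Fisher's exact test, 0.0002 with the matched lists, and 0.002 with each of the others of these. The fits that each left out 1 library gave no p, and without replicate 1 of B2 the difference was 1.11 points. The other definitions of heterochromatin were not run for the X chromosome.

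The paper's text states that the X trend did not reach significance in all 3 lines. The legend of Figure 6 states that it was significant in G3, that A7 showed the same trends, and that X upregulation was not seen in B2. Here the bootstrap gave a p of 0.002 in each line, so that the difference from the legend is in B2, with 7.83 points. The camera test, which is not the paper's test, gave p-values above its threshold for the X chromosome in all 3 lines, from 0.389 to 0.448. The paper defined heterochromatin by H3K9me2 boundaries and here it was defined by position; the share of autosomal euchromatin genes in B2 was 43.4% with 2 Mb and 43.7% with 0 Mb next to the centromere counted as heterochromatin.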

Other observations

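The test of a step beside the edited gene, the test of the gap between same-numbered pairs, and the resampling of runs of adjacent genes were chosen after the result was seen; the other tests in this part were written down before their result was seen.

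The higher share of heterochromatin genes above a log2FC of 0 was tested against several technical sources. At most 0.32% of 10000 autosomal lists matched on expression reached the share of the heterochromatin genes in any of the 3 lines, and at most 0.09% of those matched on expression and gene length. All 6 pairs of same-numbered libraries had the difference, so it does not rest on 1 S2 library. The largest difference between the 2 libraries of a line was 4.12 points, against 10.0 in the smallest of the 6 pairs. With the autosomal median in place of a log2FC of 0, the p from the bootstrap was 0.00200 in each line. Leaving out each of 7 regions gave differences between 8.22 and 33.6 points over the 3 lines. The highest p was 0.0160, in G3 without the heterochromatic arms, from the bootstrap over genes. That bootstrap takes genes as independent, so this p does not cover shared shifts of adjacent genes. Among the remaining limits, neighboring genes moved together, so that with runs of 50 genes the p was 0.0619 in G3. GC content and copy number were not measured. Nor did the camera test pass with library size alone, with a p of 0.117 in G3, 0.0520 in A7, and 0.184 in B2. On antisense counts, camera did not pass in any line either. A shift of heterochromatin that follows the loss of UpSET is therefore a hypothesis, and for G3 the data cannot tell it apart from shifts of a few chromosome stretches.

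For the higher share of X euchromatin genes, 0% of the lists matched on expression, and 0% of those matched on expression and length, reached it in any line, and 6 of the 6 pairs had a positive difference. With the autosomal median as the line, the p from the bootstrap over genes was 0.00200 in each line. Leaving out each of 10 stretches of the X left a p of 0.00200 in that bootstrap and differences between 7.08 and 13.8 points. The bootstrap over genes takes them as independent. In A7, the share of X genes that were higher in replicate 2 than in replicate 1 was below the autosomal share by 9.37 points, which is larger than the smallest difference of a pair, 3.94 points. This shift was negative in all 4 lines and so follows the replicate number, and what the lines share of it cancels when same-numbered libraries are compared. Within these pairs the direction of the X trend was the same in all 6, but its size was uneven: the 2 pairs of A7 were 8.36 points apart around a mean of 8.47, those of B2 4.43 around 6.15, and those of G3 0.774 around 7.58. With 2 pairs per line, the size of the X trend in A7 and B2 cannot be told apart from the spread between pairs, and GC content and copy number were not measured.

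Adjacent genes moved together along the arms. The largest absolute median log2FC of 51 adjacent genes was 0.62 in G3, 0.49 in A7, and 0.29 in B2, and at most 0.9% of 1000 random gene orders reached it in any of the lines. For 50 genes, the stretch with the largest absolute median in G3 was on 2R from 3673467 to 3994878, with a median of -0.64. In A7 it was on the X chromosome from 19591009 to 20568054, with a median of -0.48, close to a stretch in G3 from 19584627 to 20541780 with a median of -0.61. The X stretches were uneven: between 29.4% and 83.7% of the genes of a stretch lay above a log2FC of 0. Differences in copy number between the clones and S2 may give such stretches, and the 0.9% shows only that chance order of genes does not.

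One stretch borders the edited gene. In A7, the 50 tested genes after CG9007 on 3L, from 14013483 to 14992790, had a median log2FC of 0.48, with 44 of the 50 above 0, while the 50 genes before it had a median of -0.00. The median after it was 0.56 in replicate 1 and 0.35 in replicate 2. A step as large was found at 0.716% of the 8945 gene positions tested. The step was 0.21 in G3, reached at 13.2% of positions, and -0.03 in B2, reached at 65.7%. A gain of the segment beside the Cas9 target in A7 is a candidate explanation, but it was found and tested on the same data and copy number was not measured.

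Single regions of heterochromatin differed between the lines. Of the 33 genes of centromere-proximal 2L, 12.1% lay above a log2FC of 0 in G3, 69.7% in A7, and 48.5% in B2. On the heterochromatic arms of the assembly, with 70 genes, the share was 71.4% in G3, 71.4% in A7, and 52.9% in B2.

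*del*, *AGO3*, *rhi*, and *SoYb*, genes of the piRNA pathway, were seen among the genes that differed from S2 in at least 1 line, which led to a test of the pathway on a list of 27 genes. Not all of them rose: the log2FC of *SoYb* was -3.84 in G3, 0.45 in A7, and -1.40 in B2, with adjusted p-values of 0.00688, 0.736, and 0.543 from edgeR, and of 0.00431 in B2 with the replicate block. With these 4 left out, the median log2FC of the other 23 genes was 0.11 in G3, -0.05 in A7, and -0.14 in B2. Lists of genes matched on expression reached these medians in 1.27%, 40.4%, and 91.5% of cases, so a rise of the pathway shared by the 3 lines was not found. *AGO3*, chosen after its values were seen, lies on 3L from 23547605 to 23682740 and had a log2FC of 2.67 in G3, 3.69 in A7, and 1.84 in B2, with adjusted p-values of 0.0463, 0.0184, and 0.525 from edgeR. With the replicate block, these were 0.000639, 0.00013, and 0.0149, so that *AGO3* passed in all 3 lines. In B2, its adjusted p was 0.000111 with DESeq2 and 0.0297 with edgeR's exact test, and over the alternatives it ran from 0.000111 to 1.000, the highest with sense plus antisense counts. *AGO3* overlaps the listed genes mgn00284, mgn00285, and mgn00472. The last, also chosen after its values were seen, lies within it and passed in all 3 lines with the replicate block, with a log2FC of 2.77 in G3, 3.51 in A7, and 1.82 in B2.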
